# Transcriptomic Analysis of the Developing and Adult Mouse Cochlear Sensory Epithelia

**DOI:** 10.1371/journal.pone.0042987

**Published:** 2012-08-10

**Authors:** Ibtihel Smeti, Said Assou, Etienne Savary, Saber Masmoudi, Azel Zine

## Abstract

The adult mammalian cochlea lacks regenerative ability and the irreversible degeneration of cochlear sensory hair cells leads to permanent hearing loss. Previous data show that early postnatal cochlea harbors stem/progenitor-like cells and shows a limited regenerative/repair capacity. These properties are progressively lost later during the postnatal development. Little is known about the genes and pathways that are potentially involved in this difference of the regenerative/repair potentialities between early postnatal and adult mammalian cochlear sensory epithelia (CSE). The goal of our study is to investigate the transcriptomic profiles of these two stages. We used Mouse Genome 430 2.0 microarray to perform an extensive analysis of the genes expressed in mouse postnatal day-3 (P3) and adult CSE. Statistical analysis of microarray data was performed using SAM (Significance Analysis of Microarrays) software. We identified 5644 statistically significant differentially expressed transcripts with a fold change (FC) >2 and a False Discovery Rate (FDR) ≤0.05. The P3 CSE signature included 3,102 transcripts, among which were known genes in the cochlea, but also new transcripts such as, Hmga2 (high mobility group AT-hook 2) and Nrarp (Notch-regulated ankyrin repeat protein). The adult CSE overexpressed 2,542 transcripts including new transcripts, such as Prl (Prolactin) and Ar (Androgen receptor), that previously were not known to be expressed in the adult cochlea. Our comparative study revealed important genes and pathways differentially expressed between the developing and adult CSE. The identification of new candidate genes would be useful as potential markers of the maintenance or the loss of stem cells and regenerative/repair ability during mammalian cochlear development.

## Introduction

Cochlear sensory epithelium (CSE) contains the auditory receptors refered to as hair cells (HCs) that are essential for hearing [1]. These sensory cells can be damaged as a consequence of acoustic trauma, ototoxic drugs, or simply with aging. Although, HCs in mammals are produced only during embryonic development and not able to regenerate when lost during the postnatal period of maturation [2], some studies using *in vitro* assay suggested a limited non-proliferative regeneration/repair capacity within the ototoxic-damaged explants derived from the early postnatal CSE [3]–[5]. It has been also suggested from studies using transgenic and knock-out mice [6]–[10] that some proliferative potential, although restricted under normal *in vivo* conditions, is retained in the early postnatal CSE. In addition, recent studies demonstrated the presence of stem/progenitor cells within the postnatal-P3 mouse CSE and their mitotic capacity to form clonal spheres when maintained under appropriate *in vitro* conditions [11]–[14]. Nevertheless, this stem cell population is progressively exhausted during later postnatal development [12]. Recently, we also showed that the supporting cells in the mouse postnatal CSE express many stem/progenitor markers which were down regulated in the adult, that could be correlated to the loss of stem/progenitor cells within the adult mammalian cochlea [14]. Thus, comparison of expression profiles between P3 and adult mouse CSE is hypothesized to identify differentially regulated genes involved in stem/progenitor cell maintenance and the capacity of this sensory epithelium for regeneration/repair.

DNA microarray is a powerful technology that currently permits comparison of gene expression at the whole-genome scale [15]. Gene expression profiling using microarrays has been applied in the inner ear during the past decade, especially in bird, fish and rodent species. Gene expression analysis within the bird inner ear was especially investigated in order to understand the molecular mechanisms that control the regeneration capacity [16], [17], and also to gain insights on the genetic programs that control inner ear development [18]. In zebrafish, microarrays were applied to investigate the specific transcriptome of HCs [19]. Recently, one transcriptional analysis on zebrafish inner ear after acoustic trauma revealed growth hormone, as critically involved in the post-trauma regeneration process [20]. In mammals, gene expression profiling was investigated in order to identify tissue specific genes and/or to examine changes in gene expression under several conditions [21]–[25]. Regarding the gene expression changes in the mammalian cochlea during maturation, only a limited number of studies have been performed. Chen and Corey [26], used GeneChip arrays (i.e., oligonucleotide array set covering 13,000 known genes and 21,000 EST clusters) to explore the gene expression patterns in whole cochlea between two developmental stages (i.e., P2 and P32) reporting a differential gene expression that correlates with the onset of cochlear function. In our study, we compared, for the first time, the whole genome expression profiles between the postnatal P3 and adult cochlea stages, using mouse chip Affymetrix 430.02.

The aim of this study is to explore changes in genes and pathways underlying the known difference in the stem/progenitor cells maintenance and in the capacity of regeneration/repair between P3 and adult CSE.

## Materials and Methods

### Ethics Statement

All animal work was conducted according to the Guide to the Care and Use of Laboratory Animals [27] and all procedures were approved by ethics Committees of the INSERM (Institut National de la Santé et de la Recherche Medicale) and CNRS (Centre National de la Recherche Scientifique).

### Culture of mouse embryonic stem cells (mESCs)

The undifferentiated mESCs (CGR8 line kindly provided by Bernard Binetruy, Aix-Marseille University, France) were expanded in the absence of feeder cells in DMEM culture medium (Gibco by Life Technologies) supplemented with LIF (leukemia inhibitory factor) on gelatin-coated plates. When the propagated cells were confluent at 80-90% (about 5-7 days), they were passaged using 0.25% trypsin-EDTA (Gibco by Life Technologies). The undifferentiated and untreated cells used for immunohistochemistry were harvested from passage 2 cell cultures and fixed in paraformaldehyde 4 % in Phosphate Buffer Solution (PBS) for 20 min at room temperature. After several rinses they were processed for immunohistochemistry with HMGA2 antiserum following the same immunostaining protocol used for cochlear tissue sections.

### Cochlear tissue preparation and Immunohistochemistry

For postnatal day-3 (P3) cochlear tissue, the animals were decapitated and their cochleas were removed and immersed in 4% paraformaldehyde in phosphate-buffered saline (PBS) at 4°C overnight. Next, the tissue was washed in PBS, and incubated on ice in 10%, sucrose solution for 0.5 h, and then incubated in 20% sucrose at 4°C overnight. The tissue was then incubated in 1:1 Cryo-OCT Compound (VWR, France) and 20% sucrose at 4°C overnight. Then, the tissue was washed in 100% OCT for 10 min and then frozen, cryosectioned in 10 um sections, and subsequently stored at -20°C. For labeling experiments, the tissue cryosections were incubated in PBS supplemented with 4% normal BSA plus 0.3% Triton X-100 (Sigma, France) for 2 h. Next the cryosections were incubated in a solution containing 1:200 dilution of rabbit antiserum anti-Hmga2 (Kind gift of Dr. Narita, Cambridge Research Institute, UK). Then, the sections were washed, and then incubated in anti-rabbit AlexaFluor-568 (Molecular Probes) diluted 1:500 in PBS for 2 h at RT and the nuclei were counterstained with Dapi. The sections were washed, then mounted using fluorescence mounting medium (Dako) and images were analyzed using DMRB fluorescence microscope (Leica).

### Sample Collection and RNA Extraction

RNA samples used in this study were extracted from CSE dissected from postnatal day three (P3) and eight-week-old adult Swiss Webster mice. We used this mouse strain because it keeps normal hearing beyond eight weeks [28]. P3 mice were sacrificed by decapitation. For adult stage, cervical dislocation was performed before decapitation. The heads were hemisected along the sagital midline, and the brains removed. Cochleae were dissected from the temporal bones. After removing the otic capsule, the modiolus, the spiral ligament and the stria vascularis from the cochlea, the CSE were collected and immediately placed in RNA later solution (Ambion). For each stage (P3/adult), three independent dissection experiments were carried out separately in order to obtain three biological replicates. In each experiment, 40 CSE were extracted from 20 mice and pooled for RNA extraction. Thus, three independent RNA samples were obtained for each stage. The total RNA from each biological sample was extracted using RNAeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacture’s protocol. After several washings and DNase treatment, elution was carried out in 20 µL of DNase-free water. RNA was quantified using a Nanodrop ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE). RNA integrity and quality were evaluated with an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA). RNA samples were stored at −80°C until microarray analysis.

### Microarray Hybridization

The Affymetrix 3′ IVT express protocol was used to prepare cRNA (one-cycle amplification) with a starting concentration of 200 ng of total RNA. First-strand DNA was synthesized using an oligo-dT primer that incorporates a T7 promoter sequence. cDNA was then amplified by *in vitro* transcription (IVT) with T7 RNA polymerase. 12 µg of Biotinylated and fragmented cRNA were used for hybridization with Mouse Genome 430 2.0 gene chip (Affymetrix) that contains more than 45.000 transcripts covering the whole mouse genome. Subsequent washing and staining of the arrays were performed using the GeneChip Affymetrix station protocol. A total of six chips (three chips for P3 samples and three chips for adult samples) were used for microarray hybridization experiments. The microarray data were obtained in agreement with the minimal informations about microarray experiment (MIAME) recommendations (PMID: 11726920). All data are accessible at the gene expression Omnibus (GEO) repository https://www.ncbi.nlm.nih.gov/geo through the provisional accession series number GSE32963.

### Data Analysis and Visualization

Scanned GeneChip images were processed using the Affymetrix GCOS 1.4 software. Microarray data were analyzed using the Affymetrix Expression Console™ software and normalization was performed with the MAS5.0 algorithm to obtain the signal intensity and the detection call (present, marginal, or absent) for each probe set. To compare the gene expression profiles of the six CSE samples according to the P3 and adult stages, we first filtered the samples based on the “detection call”. This “call” can either be “present” (when the perfect match probes are significantly more hydridized that the mismatch probe, p<0.4) “marginal” (for p≥0.04 and ≤0.06) or absent (p>0.06). Probe sets were used when they were present in at least 4 samples out of 6. A statistical technique called Significance Analysis Microarrays (SAM) software [29] was used with a fold change of 2 and a false discovery rated (FDR) of <5%. SAM allowed the identification of genes whose expression varied significantly among the P3 and adult groups. Hierarchical clustering was carried out with CLUSTER and TREEVIEW software [30]. This algorithm is based closely on the average-linkage method of Sokal and Michener [31] based on correlation coefficient.

### Quantitative Real Time PCR

We performed qRT-PCR to validate the expression of a set of selected genes. Primers used were designed with Primer Explorer 2.0 software or the online Roche software (www.universalprobelibrary.com, Roche). The GAPDH gene was used as endogenous control in order to normalize data. Each RNA sample was converted to cDNA using Random hexanucleotide primers and M-MLV reverse transcriptase (Invitrogen). The PCR reaction mix was prepared by adding QuantiTect SYBR Green PCR Master Mix at 1x, adequate primer at 0.5 µM and cDNA diluted at 1/25 to RNA free water. Amplification was performed using the Light Cycler 480 system (Roche) under the following conditions: an initial denaturation step at 95°C for 15 min followed by 45 three segment cycles of amplification (95°C/15 sec, 55°C/20 sec and 72°C/25 sec). For each target gene, three reactions were done against the endogenous control on the same run. The results were read using the Light Cycler 480 Software (Roche) and then analyzed using the delta Ct ΔCt method [32]. The list of primer sequences is shown in Table S1.

### Statistical Analysis

We used Mann Whitney test from GraphPad Software to analyze the RT-per data. The differences among cochlear samples were considered significant when the p-value was ≤0.05.

### Gene Ontology Enrichment Analysis

The gene ontology (GO) enrichment analysis, the biological processes and networks of the differentially expressed genes were generated by Ingenuity Pathway Analysis (IPA) tools (www.ingenuity.com). The 46 genes (Tables 1 and 2) were imported into IPA and each gene identifier was overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. Networks of these genes were then generated based on their connectivity. A network score was calculated based on the hyper-geometric distribution and calculated with the right-tailed Fisher’s exact test (P value <0.05 was considered significant). The over-representation of functional categories, biological processes and canonical pathways of the Q-PCR validated genes is confirmed by the gene annotation web tool “DAVID”, Database for Annotation, Visualization and Integrated Discovery (http://david.abcc.ncifcrf.gov/).

**Table 1:** The 20 selected P3 up-regulated genes.

Probeset	UniGene ID	Gene Title	Gene Symbol	Fold change P3/Adult
1452403_a_at	Mm.41776	otoconin 90	Oc90	131.29
1415832_at	Mm.2679	angiotensin II receptor, type 2	Agtr2	107.91
1419632_at	Mm.42209	tectorin alpha	Tecta	73.56
1430912_a_at	Mm.42139	tectorin beta	Tectb	59.68
1448326_a_at	Mm.34797	cellular retinoic acid binding protein I	Crabp1	57.98
1421556_at	Mm.159128	serine (or cysteine) peptidase inhibitor, clade A, member 3A	Serpina3a	48.49
1416776_at	Mm.9114	crystallin, mu	Crym	45.35
1434921_at	Mm.287100	nuclear receptor subfamily 2, group E, member 1	Nr2e1	39.33
1422851_at	Mm.157190	high mobility group AT-hook 2	Hmga2	26.75
1456883_at	Mm.39821	storkhead box 1	Stox1	26.46
1417359_at	Mm.7386	microfibrillar-associated protein 2	Mfap2	20.79
1424010_at	Mm.272278	microfibrillar-associated protein 4	Mfap4	16.85
1421106_at	Mm.22398	jagged 1	Jag1	7.02
1423146_at	Mm.137268	hairy and enhancer of split 5 (Drosophila)	Hes5	5.76
1416967_at	Mm.65396	SRY-box containing gene 2	Sox2	5.42
1449822_at	Mm.57229	atonal homolog 1 (Drosophila)	Atoh1	5.07
1441350_at	Mm.4947	fibroblast growth factor 3	Fgf3	4.29
1415999_at	Mm.29581	hairy/enhancer-of-split related with YRPW motif 1	Hey1	3.87
1417985_at	Mm.46539	Notch-regulated ankyrin repeat protein	Nrarp	3.67
1450922_a_at	Mm.18213	transforming growth factor, beta 2	Tgfb2	3.16

**Table 2:** The 26 selected adult up-regulated genes.

Probeset	UniGene ID	Gene Title	Gene Symbol	1/fold change P3/Adult
1429287_a_at	Mm.1270	prolactin	Prl	460.06
1433785_at	Mm.40461	myelin-associated oligodendrocytic basic protein	Mobp	334.96
1426509_s_at	Mm.1239	glial fibrillary acidic protein	Gfap	119.84
1422873_at	Mm.142727	proteoglycan 2, bone marrow	Prg2	104.55
1460613_x_at	Mm.343934	growth hormone	Gh	89.18
1427747_a_at	Mm.9537	lipocalin 2	Lcn2	63.43
1417957_a_at	Mm.45994	tetraspanin 1	Tspan1	58.1
1418722_at	Mm.236225	neutrophilic granule protein	Ngp	45.65
1419594_at	Mm.4858	cathepsin G	Ctsg	38.3
1417933_at	Mm.358609	insulin-like growth factor binding protein 6	Igfbp6	32.85
1456944_at	Mm.249386	potassium voltage gated channel, Shaw-related subfamily, member 1	Kcnc1	28.15
1437672_at	Mm.24486	insulin receptor substrate 3	Irs3	27.18
1435094_at	Mm.30176	potassium inwardly-rectifying channel, subfamily J, member 16	Kcnj16	20.85
1417262_at	Mm.292547	prostaglandin-endoperoxide synthase 2	Ptgs2	12.26
1416957_at	Mm.897	POU domain, class 2, associating factor 1	Pou2af1	7.56
1423136_at	Mm.241282	fibroblast growth factor 1	Fgf1	6.89
1440270_at	Mm.7996	fibroblast growth factor 12	Fgf12	5.6
1456395_at	Mm.259072	peroxisome proliferative activated receptor, gamma,coactivator 1 alpha	Ppargc1a	5.55
1420653_at	Mm.248380	transforming growth factor, beta 1	Tgfb1	4.15
1422982_at	Mm.439657	androgen receptor	Ar	3.33
1418093_a_at	Mm.252481	epidermal growth factor	Egf	3.27
1419086_at	Mm.46053	fibroblast growth factor binding protein 1	Fgfbp1	3.12
1420915_at	Mm.277406	signal transducer and activator of transcription 1	Stat1	3.08
1439556_at	Mm.4974	neural cell adhesion molecule 1	Ncam1	2.94
1422397_a_at	Mm.200196	interleukin 15 receptor, alpha chain	Il15ra	2.7
1425620_at	Mm.200775	transforming growth factor, beta receptor III	Tgfbr3	2.36

## Results

Cochleae were removed from P3 and adult mice. The stria vascularis, Reissner’s membrane, spiral ligament and a major part of the spiral ganglion were removed. The remaining cochlear tissue is designated in this study as micro-dissected cochlear sensory epithelia (CSE). It consists of two types of sensory hair cells (inner and outer) and four types of supporting cells (Dieter’s, Hensen’s, Claudius’, inner and outer pillar cells), in addition to supporting cell subtypes (border and inner phalengeal cells) within the inner hair cell area. In the P3 cochlea, micro-dissected CSE samples included also thickened areas formed by tall columnar cell mounds, i.e. the greater epithelial ridge (GER) and the lesser epithelial ridge (LER). During development the GER cells progressively recede to form the inner sulcus (IS). In the adult cochea, the micro-dissected CSE samples consists of two types of hair cells (inner and outer) and four types of supporting cells (Deiters’s, Hensen’s, Claudius’, inner and outer pillar cells), in addition to the IS and interdental cells within the limbus zone (Fig. 1). In all cases, the tissue micro-dissections were performed by the same approach and by the same investigator and special care was taken to keep, as much as possible, all parameters constant.

**Figure 1:**
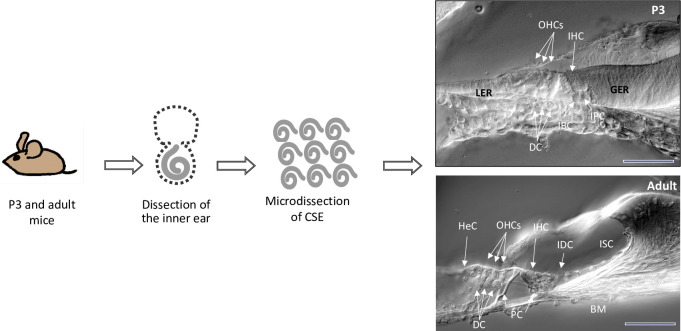
A schematic summary of the postnatal day-3 and adult cochlear dissection protocol. Cochleae were extracted from P3 and adult mouse inner ears. The otic capsule, the modiolus, the spiral ligament, the stria vascularis and the Reissner’s membrane were removed. The tectorial membrane was partially removed from the surface of the epithelia. The cochlear sensory epithelia (CSE) were collected for transcriptomic analysis. Cross-sections depict cell subtypes included in cell preparations harvested from P3 and adult CSE. All samples are mostly comprised of tissue from the three cochlear turns. Scheme is not to scale. IHC: inner hair cells; OHC: outer hair cells; HeC: Hensen cells; BC: border cells; IPC: inner phalengeal cells; PC: pillar cells; DC: Deiter’s cells; BM: basilar membrane; IDC: interdental cells; GER: greater epithelial ridge; LER: lesser epithelial ridge; ISC: inner sulcus cells.

### Identification of Differentially Expressed Genes between P3 and Adult CSE

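Each of the 6 arrays measured RNA from a pool of 40 CSE dissected from 20 mice, with 3 pools at P3 and 3 from adults aged 8 weeks. The pools of a stage held 60 mice and are independent of each other, so the number of arrays limits the precision. The authors hybridized the amplified RNA to Affymetrix Mouse Genome arrays of 45101 probe sets and computed a MAS5.0 signal for each probe set. The methods give 200 ng of total RNA as the start of the amplification and the sample labels give 100 ng. The deposited signals are intensities on a linear scale, and after leaving out the lowest and highest 2% of signals the mean was 100 on every array. The median signal of all probe sets lay between 17.3 and 31.5. Detection calls were not used here. In their place, the background level of an array was set to the 90th percentile of the signals of 83 probe sets for olfactory, vomeronasal and bitter taste receptors. It was 34.5, 9.16 and 6.29 on P3 replicates 1, 2 and 3 and 16.3, 9.05 and 8.71 on adult replicates 1, 2 and 3. The control probe sets of Gapdh, a glycolytic enzyme, gave a 3' to 5' ratio of 82.0 on P3 replicate 1 and of 0.707 to 2.07 on the other arrays. For beta-actin, a cytoskeletal protein, this ratio was 50.5 on P3 replicate 1 and 1.38 to 4.18 elsewhere. The mean signal of 9 hybridisation control probe sets was 28245.5 on P3 replicate 1 and 863 to 3455 on the other 5 arrays. The tests covered 29036 probe sets above background on at least 3 of the 6 arrays. P3 and adult arrays were compared on log2 signals with limma, and a probe set was called differential at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Log2 fold changes are given as adult minus P3. Where a probe set was above background on no array of the lower stage, its fold is a lower bound taken against the background level and is written as at least that fold. Gene lists were tested with camera over 1 probe set per gene at a preset correlation of 0.01, repeated with an estimated correlation.

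**Figure D1:**
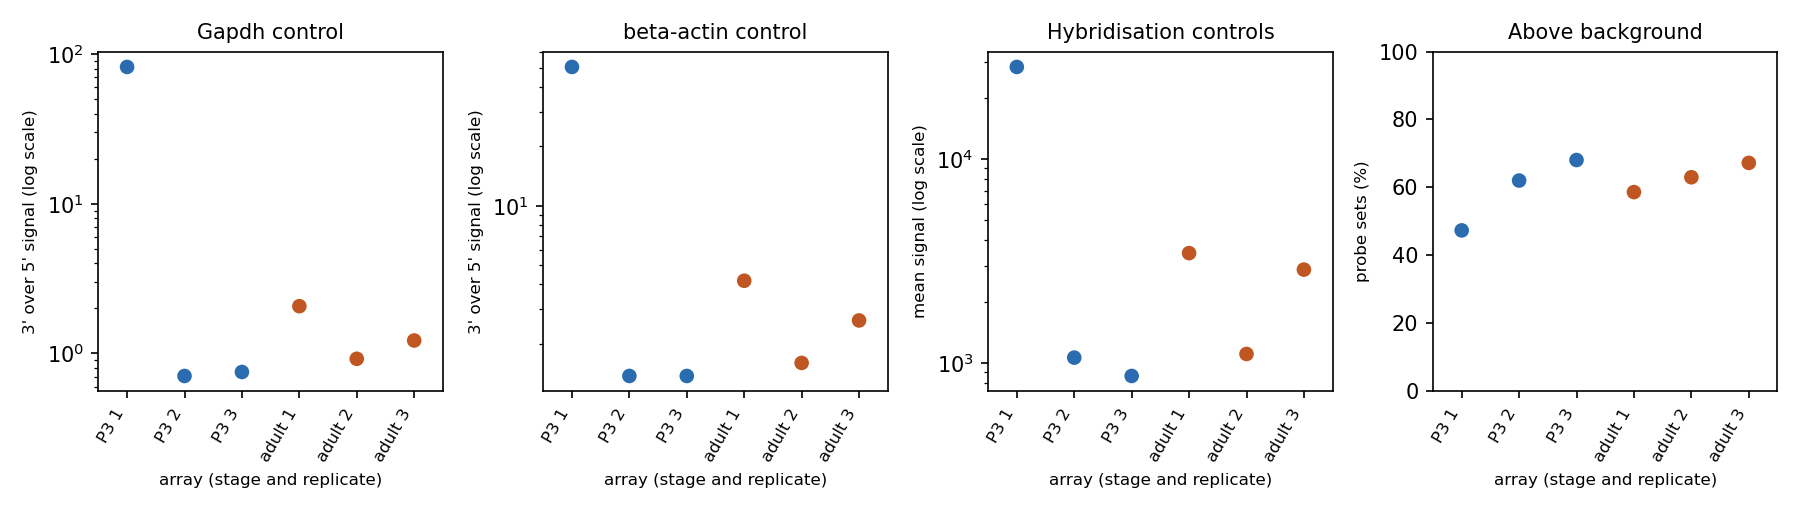
Array controls for each of the 6 arrays, with the 3' to 5' signal ratios of Gapdh and beta-actin and the mean signal of the hybridisation controls on log axes, and the percentage of probe sets above background on a linear axis. P3 replicate 1 had the highest value of each control and the lowest percentage above background, 47.4%, against 58.6% to 68.1% on the other arrays.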

We were interested in the changes in gene regulation within the CSE that occurred between P3 and adult stages. Using the SAM analysis, we identified a total of 5644 transcripts with a False Discovery Rate (FDR) ≤0.05 that significantly distinguished the P3 and adult CSE sample groups. 

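Slc4a10, a sodium bicarbonate transporter, rose between the P3 and the adult CSE from a signal of 14.1 ± 6.68 at P3 to 2253 ± 898 in the adult (SD, n = 3 arrays), a log2 fold change of 7.35 (SE 0.45, limma adjusted p = 0.000489). Slc4a11, a transporter of the same family, rose by 6.90 on the log2 scale (SE 0.46). Chil3, a chitinase-like protein of myeloid cells, was at least 38.8-fold higher in the adult, with a log2 fold change of 6.73, or 6.12 without adult replicate 2. In the other direction, Agtr2, which encodes a receptor of angiotensin II, was at least 7.84-fold higher at P3. Crabp1, a cellular retinoic acid binding protein, fell by 6.56 on the log2 scale (SE 0.88, limma adjusted p = 0.00483). Crabp1 fell by 5.42 and 7.40 without adult replicates 1 and 3. It was above background on 1 adult array, and in the setting with the smallest change its log2 fold change was -4.34. Glra3, a glycine receptor subunit, was at least 30.4-fold higher in the adult, although the adjusted p was 0.0518 without adult replicate 1 and 0.0634 without adult replicate 3, and its log2 fold change of 7.44 was 9.002 and 5.95 without P3 replicates 1 and 3. Nell1, a secreted protein of bone formation, was at least 15.6-fold higher at P3, although the adjusted p was 0.0535 without P3 replicate 3 and 0.0536 without adult replicate 3, and its log2 fold change of -6.28 was -7.38 and -4.97 without adult replicates 1 and 2. In all, 2109 probe sets of 1555 genes were differential, of which 1125 were higher at P3 and 984 in the adult. On all 2109, the signals of the 3 arrays of a stage did not overlap those of the other stage. This separation was found for 31.1% of all probe sets tested, where chance gives 10%. At an unadjusted p under 0.05 the test gave 3451 probe sets higher at P3 and 3422 higher in the adult. The number of differential probe sets was 946 without P3 replicate 2, 916 without P3 replicate 3 and 576 without adult replicate 3. Those higher at P3 then numbered 451, 422 and 342, and those higher in the adult 495, 494 and 234. Without P3 replicate 1, the array with the highest 3' to 5' ratios, 2839 probe sets were differential.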

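Genes that build the extracellular matrix of growing tissue were higher at P3. Of 23 measured, 16 were higher at P3 and none in the adult (19 higher at P3 when adjusted over the list alone), with a median log2 fold change of -2.13. Fbn2, which encodes the microfibril protein fibrillin 2, fell from 878 ± 432 at P3 to 38.7 ± 14.0 in the adult (SD, n = 3), a log2 fold change of -4.40 (SE 0.46, limma adjusted p = 0.00185). Mfap2, another microfibril protein, fell by 4.32 and Col3a1, the chain of collagen III, by 3.58 on the log2 scale. Mfap4, a microfibril-associated glycoprotein, fell by 3.72, and by 3.00 without P3 replicate 1. The list as a whole was higher at P3 by camera (adjusted p = 1.64e-12), and the adjusted p was 0.0244 with an estimated correlation.

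Of 38 genes of DNA replication and mitosis, 11 were higher at P3 and none in the adult, and 27 were higher at P3 when adjusted over the list alone. Ccnd1, the cyclin that starts the entry into the cell cycle, fell from 801 ± 52.0 to 105 ± 14.4 (SD, n = 3), a log2 fold change of -2.94 (SE 0.21, limma adjusted p = 0.000499). Cdk1, the kinase that drives mitosis, fell by 2.13 on the log2 scale (SE 0.42, adjusted p = 0.0212). The median log2 fold change of the list was -1.53, with a camera adjusted p of 6.6e-11 and an adjusted p = 0.310 with an estimated correlation. The count of 11 became 4, 3 and 1 without P3 replicate 2, P3 replicate 3 and adult replicate 3, and 6 and 17 without adult replicates 1 and 2. Cdk1 lost its call without P3 replicates 2 and 3 and adult replicates 1 and 3 (adjusted p = 0.0504, 0.0871, 0.0555 and 0.102), while Ccnd1 was called with any single array left out.

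Of 45 genes of canonical Wnt signalling, 9 were higher at P3 and none in the adult, as was also found when adjusted over the list alone. Sfrp2 and Sfrp1, secreted antagonists of Wnt ligands, fell by 4.35 and 2.55 on the log2 scale (SE 0.37 and 0.26), and so did Lef1, a transcription factor that acts at the end of the pathway, by 2.55 (SE 0.25, limma adjusted p = 0.00158). The median of the list was -0.28 (camera adjusted p = 0.0167), with an adjusted p = 0.310 with an estimated correlation. The camera adjusted p was 0.0515 without P3 replicate 2 and 0.0798 without adult replicate 1. The count of 9 became 5 without adult replicate 2 and 4 without P3 replicate 2 or 3 or adult replicate 1 or 3, while Sfrp2, Sfrp1 and Lef1 stayed called.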

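Of 22 measured genes of the interferon response and of MHC class I antigen presentation, 10 were higher in the adult CSE and none at P3 (14 higher in the adult when adjusted over the list alone), with a median log2 fold change of 1.51. Ifit1, an interferon-induced antiviral protein, rose from 14.9 ± 3.50 at P3 to 224 ± 61.7 in the adult (SD, n = 3), a log2 fold change of 3.89 (SE 0.36, limma adjusted p = 0.00115). Ifit3, of the same family, rose by 3.66 on the log2 scale (SE 0.37). The camera adjusted p was 6.98e-11, and the adjusted p = 0.303 with an estimated correlation. The count of 10 became 6 without P3 replicate 2, 5 without P3 replicate 3 or adult replicate 2 and 2 without adult replicate 3, while Ifit1 and Ifit3 stayed called.

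Of 18 genes of NF-kB signalling and inflammation, 1 was higher in the adult, also when adjusted over the list alone. This was Il15ra, a chain of the interleukin 15 receptor, measured at its brightest probe set with a log2 fold change of 1.43 (SE 0.34, limma adjusted p = 0.0401). The median of the list was 0.63 (camera adjusted p = 0.0486), with an adjusted p = 0.369 with an estimated correlation. The list kept its call in 9 of 18 other settings, and its camera adjusted p was 0.0967, 0.0615, 0.113 and 0.0535 without P3 replicates 2 and 3 and adult replicates 2 and 3. Without these arrays Il15ra was not called either, at an adjusted p of 0.143, 0.109, 0.0978 and 0.198, and without P3 replicate 1 the list held 2 called genes.

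Of 28 genes of the respiratory chain and the citric acid cycle, 1 was higher in the adult, also when adjusted over the list alone. This was Ogdh, a subunit of a citric acid cycle enzyme, with a log2 fold change of 1.30 (SE 0.28, limma adjusted p = 0.0304). The median of the list was 0.42, with a camera adjusted p of 0.000801 and an adjusted p = 0.310 with an estimated correlation. Ogdh lost its call without P3 replicates 2 and 3 and adult replicates 1 and 3 (adjusted p = 0.110, 0.0574, 0.0672 and 0.134), and 2 members were called without P3 replicate 1.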

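Markers of some other cell types were higher in the adult CSE, most of all the granule genes of bone marrow granulocytes, although no list of such markers kept its camera call with an estimated correlation. Of 17 genes of neutrophil and eosinophil precursors, 11 were higher in the adult and none at P3 (14 and 1 when adjusted over the list alone). S100a8, a calcium-binding protein of neutrophils, rose from 66.9 ± 34.7 at P3 to 3926 ± 2199 in the adult (SD, n = 3), a log2 fold change of 5.80 (SE 0.52, limma adjusted p = 0.00102). Prg2, the major basic protein of eosinophil granules, was at least 12.8-fold higher, with a log2 fold change of 6.15, or 5.34 without adult replicate 2. The list's median log2 fold change was 4.70, or 3.68 with genes at their lower bound and 2.89 with the mean background added (camera adjusted p = 9.1e-11), with an adjusted p = 0.303 with an estimated correlation. Of 9 genes of erythroid cells, 4 were higher in the adult and none at P3 (6 and none when adjusted over the list alone). Hemgn, a nuclear protein of blood cell precursors, was at least 8.24-fold higher, with a log2 fold change of 5.03, or 4.38 without P3 replicate 3 and 4.35 without adult replicate 2. The erythroid median was 2.33, or 1.78 with bounds and 1.54 with the mean background added (camera adjusted p = 6.83e-05), with an adjusted p = 0.303 with an estimated correlation. Its count of 4 became 2 without P3 replicate 2, P3 replicate 3 or adult replicate 2 and 1 without adult replicate 3. Of 16 genes of macrophages and microglia, 3 were higher in the adult and 1 at P3, the same when adjusted over the list alone, with a median of 0.46. Lyz2, the lysozyme of myeloid cells, rose by 3.16 on the log2 scale (SE 0.33, adjusted p = 0.00186), while Mrc1, the mannose receptor of resident macrophages, fell by 1.47, a call lost without P3 replicates 2 and 3 and adult replicate 3 (adjusted p = 0.0521, 0.0683 and 0.0893). The macrophage list had a camera adjusted p of 0.0409, with an adjusted p = 0.576 with an estimated correlation and of 0.116 and 0.143 without P3 replicate 2 and adult replicate 2. The count of 3 became 1 without P3 replicate 2, P3 replicate 3 or adult replicate 3.

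Of 22 pan-neuronal genes, 6 were higher in the adult and 1 at P3 (9 and 2 when adjusted over the list alone). Scn8a, a voltage-gated sodium channel, rose by 3.33 on the log2 scale (SE 0.47) and Snap25, a protein of synaptic vesicle fusion, by 2.82 (SE 0.36, limma adjusted p = 0.00395). Gap43, a protein of axonal growth cones, fell by 3.38 (SE 0.57), and by 4.06 without adult replicate 1, with an adjusted p of 0.0608 without adult replicate 3. The neuronal median was 1.21 (camera adjusted p = 0.000801), with an adjusted p = 0.586 with an estimated correlation. Without adult replicate 1 the median was 0.73 and the camera adjusted p 0.0539, and the number of genes higher in the adult was 10 without adult replicate 2 and 3 without adult replicate 3. Of 11 genes of oligodendrocytes and central myelin, 2 were higher in the adult and none at P3, the same when adjusted over the list alone. These were Mobp, a protein of central myelin, which was at least 8.74-fold higher, and Mal, a lipid raft protein of myelin and epithelia, with a log2 fold change of 1.35 (SE 0.29). Mobp had a log2 fold change of 6.96, which was 8.17 without adult replicate 2 and 5.46 without adult replicate 1, where the adjusted p was 0.0569, and its adjusted p was 0.0803 without adult replicate 3. The call of Mobp was also lost with signals floored at background, with the mean background added and without the intensity trend. Another probe set of Mobp had a log2 fold change of 1.51 (adjusted p = 0.484) and was not called. Mal was not called without P3 replicate 2 or 3 or adult replicate 1 or 3 (adjusted p = 0.122, 0.0847, 0.0710 and 0.120). The count of 2 became 1 without P3 replicate 2 or 3 and 0 without adult replicate 1 or 3. The oligodendrocyte median was 0.67 (camera adjusted p = 0.0234), with an adjusted p = 0.587 with an estimated correlation and of 0.0591 and 0.195 without P3 replicate 2 and adult replicate 1. Of 16 genes of the stria vascularis and melanocytes, 2 were higher in the adult and 2 at P3 (5 and 2 when adjusted over the list alone). Atp1b2, a sodium pump subunit, rose by 2.17 (SE 0.33), whereas Pmel, a protein of the pigment granules of melanocytes, fell by 2.66 (SE 0.42). The strial median was 0.74 (camera adjusted p = 0.0373), with an adjusted p = 0.587 with an estimated correlation and of 0.0583, 0.0778, 0.128 and 0.133 without P3 replicates 1 and 2 and adult replicates 2 and 3. Without adult replicate 1 its median was 1.48 and 8 genes were higher in the adult, against 1 without P3 replicate 3, adult replicate 2 or adult replicate 3.

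**Figure D2:**
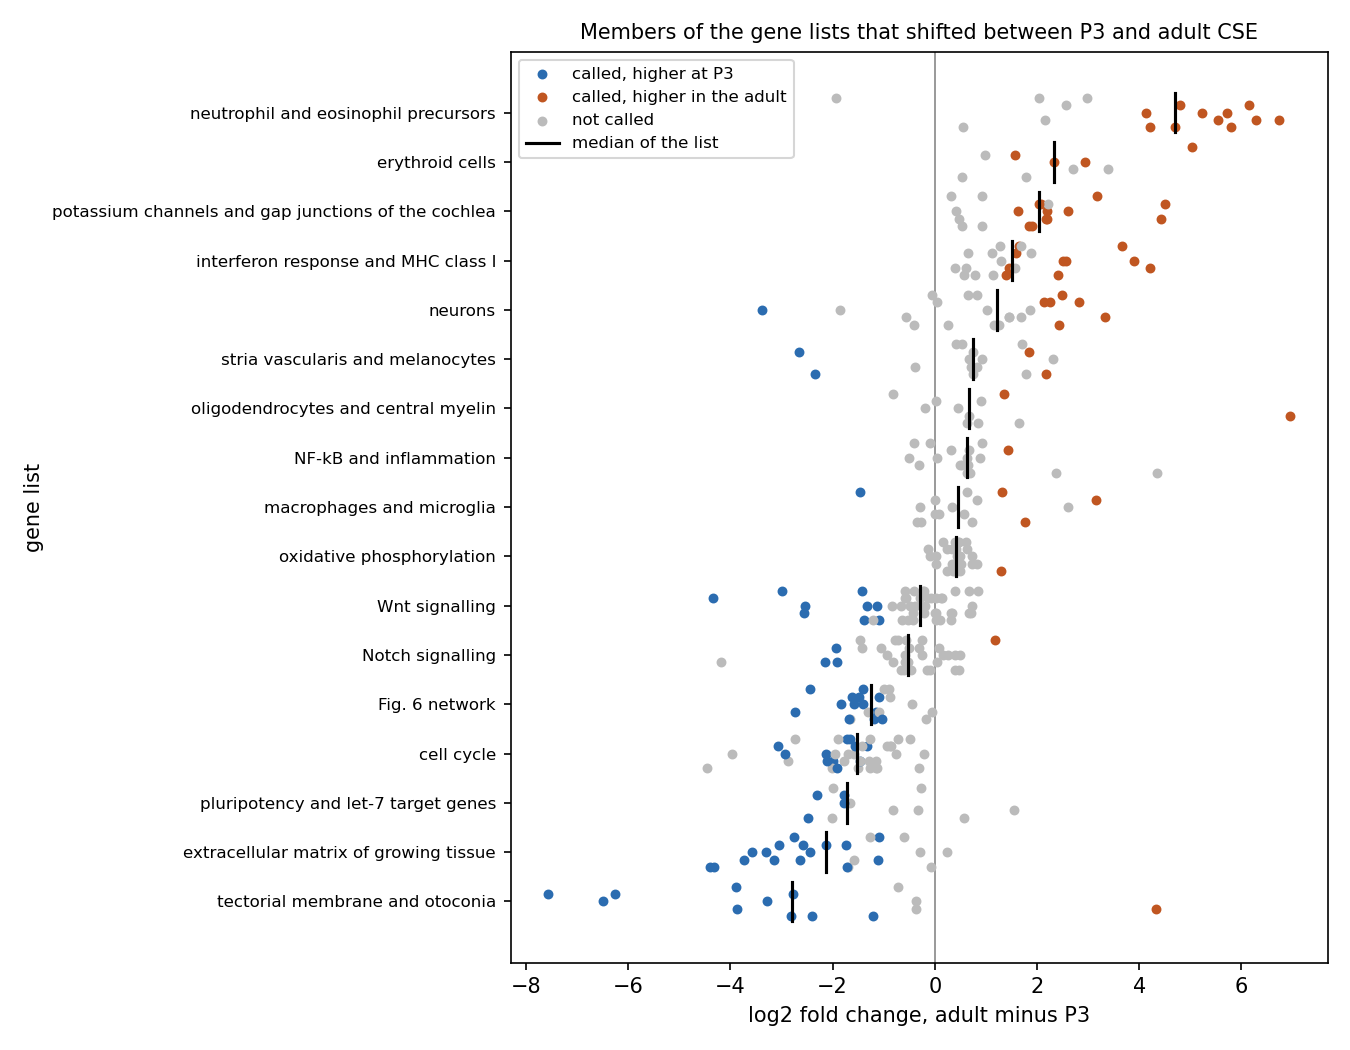
Log2 fold change (adult minus P3, horizontal axis) of each measured member of the 17 gene lists that camera called, 1 point per gene, with a black line at each list's median. Blue points were called higher at P3, orange points higher in the adult and grey points were not called, and the list medians run from -2.79 to 4.70.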

Among those transcripts, 3102 are up-regulated in P3 (i.e., P3 molecular signature), in contrast the remaining 2542 are preferentially regulated in the adult (i.e., adult molecular signature). The number of transcripts that are specific for a given category of a CSE sample indicates that there is a significant variation across the two categories of CSE as demonstrated also by the hierarchical clustering which shows a clear segregation of the CSE samples based on this list of 5644 transcripts (Fig. 2). The six samples that we analyzed are arranged into two major clusters as shown on the top of the dendrogram (Fig. 2). 

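Over the 2109 differential probe sets, the arrays of a stage carried like deviations of gene expression. With each probe set centred on its mean, average linkage on 1 minus Pearson's r placed the 3 P3 arrays in 1 cluster and the 3 adult arrays in another. The correlation between arrays averaged 0.818 within stages and -0.878 between stages. These correlations are across probe sets, which are not independent replicates, and the probe sets were chosen for their difference between the stages. Over all probe sets tested, not centred, the first branch instead parted P3 replicate 1 from the other 5 arrays. There P3 replicate 1 had a mean r of 0.811 with the other P3 arrays and 0.746 with the adult arrays, against 0.966 between P3 replicates 2 and 3 and a mean of 0.905 among the adult arrays. Over probe sets above background on every array, a choice made after seeing the data, each stage again formed its own cluster.

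**Figure D3:**
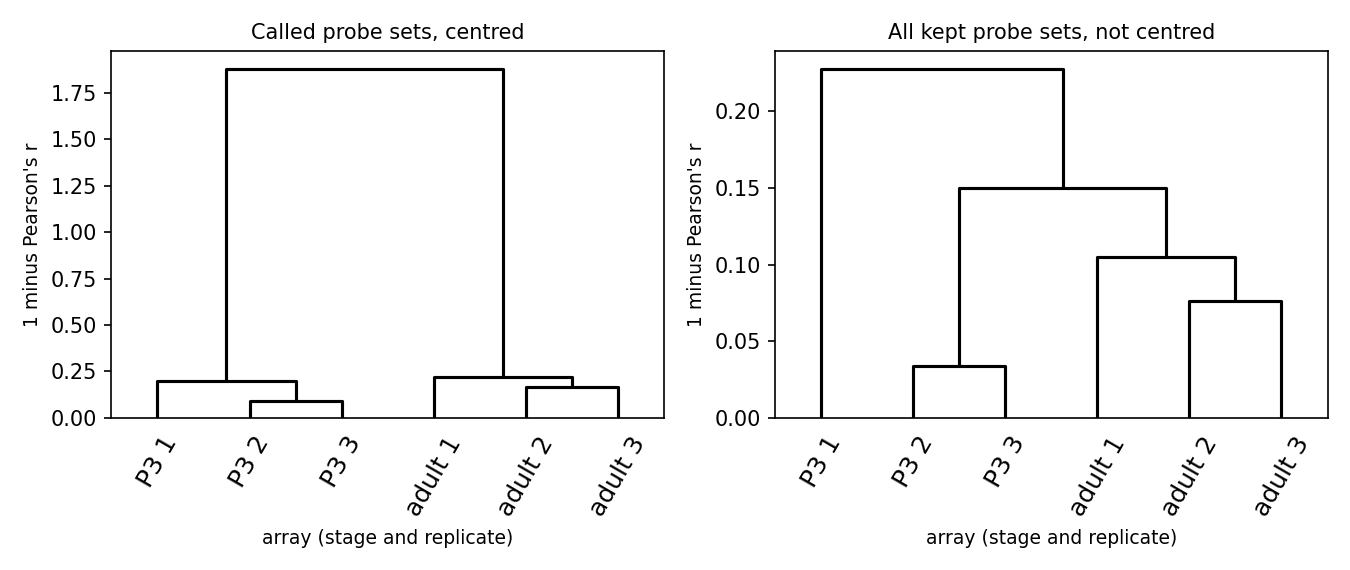
Average linkage trees of the 6 arrays, with 1 minus Pearson's r on the vertical axis, over the differential probe sets after centring (left) and over all probe sets tested without centring (right). On the left each stage forms a cluster, and on the right P3 replicate 1 joins last.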

Every three CSE samples corresponding to the same stage form a main cluster together. This result indicates that the triplicate samples for the same condition are concordant, supporting the reliability of our microarray assay. However, within the P3 samples cluster, the samples 2 and 3 are more related to each other than sample 1. In addition, the samples 1 and 3 in adult samples cluster are more linked than sample 2. These differences could be related to variations of the sample collection during the dissection procedure.

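Among the P3 arrays, replicates 2 and 3 lay closest over the differential probe sets, with r = 0.912 across probe sets, against 0.802 for replicates 1 and 2 and 0.797 for replicates 1 and 3. Among the adult arrays, r was 0.835 for replicates 2 and 3, 0.825 for replicates 1 and 3 and 0.735 for replicates 1 and 2. Over all probe sets tested and centred, a choice made after seeing the data, adult replicates 1 and 3 were the closest adult pair. Gh, the growth hormone, had signals of 2632 and 1942 on adult replicates 1 and 2 and of 177 on adult replicate 3 at its brightest probe set. From the grouping of the replicates by stage, the paper concludes that the triplicates of each condition are concordant, and it proposes that differences within a stage may relate to variations during the dissection.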

**Figure 2:**
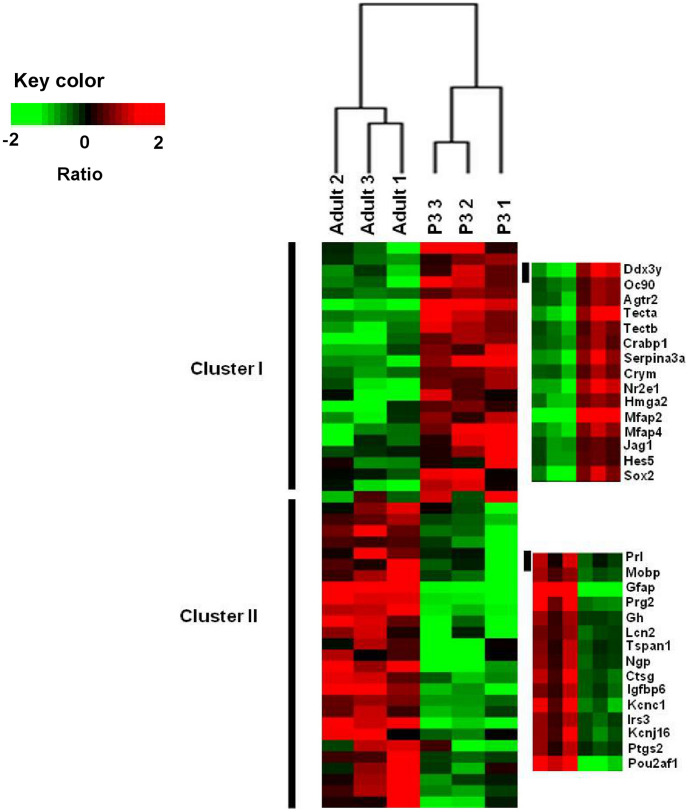
Hierarchical clustering. The expression signature of P3 and adult CSE were visualized by hierarchical clustering on the 5,644 significantly regulated probe sets. The six samples are arranged in columns and transcripts are arranged in rows. The transcripts segregate into two main major clusters. As observed in dendrogram, a first branch indicates a clear segregation between the two stages (All the replicate samples of the P3 group self-cluster into one branch. Adult samples self-cluster into another branch into which all the samples self-cluster). In each stage, a tree represents relationship among samples whose branch lengths reflect the degree of similarity between the samples according to gene expression profile (The samples with similar expression patterns are adjacent). Genes up-regulated in and down-regulated in each group were color-coded in red and green respectively. Cluster I regroups the P3 up-regulated transcripts (i.e., Jag1, Hes5, Sox2). Cluster II was a group of transcripts up-regulated in the adult cochlea samples (i.e., Prl, Gh, Gfap).

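Sox2, a transcription factor of sensory progenitors and supporting cells, fell from 1200.3 ± 274 at P3 to 221 ± 85.2 in the adult (SD, n = 3), a log2 fold change of -2.48 (SE 0.32, limma adjusted p = 0.00401). Jag1, a Notch ligand of the prosensory region, had a log2 fold change of -2.67 (SE 0.77) at the probe set of Table 1, with signals of 243 ± 215 and 34.6 ± 28.7 (SD) and a limma adjusted p of 0.0737 that did not pass. Hes5, a repressor induced by Notch, had a log2 fold change of -2.49 (SE 0.78, adjusted p = 0.0947) and did not pass either, although the signal of every P3 array was above that of every adult array. Of 21 supporting cell markers, 4 were higher at P3 and 3 in the adult (4 and 4 when adjusted over the list alone). Fabp7, a fatty acid binding protein, fell by 2.97 on the log2 scale (SE 0.30), whereas S100b, a calcium-binding protein, and Gjb6, the gap junction protein connexin 30, rose by 2.30 and 2.19. The median of this list was 0.07 and its mean -0.27, and camera gave no shift (adjusted p = 0.993). Of 16 genes of early hair cell differentiation, 1 was higher at P3, also when adjusted over the list alone. This was Rasd2, a small GTPase, with a log2 fold change of -3.22 (SE 0.47, adjusted p = 0.00637). The early hair cell list had a median of -0.57 and a camera adjusted p of 0.0537, with an adjusted p = 0.303 with an estimated correlation. Its camera adjusted p was 0.0370 without P3 replicate 3, 0.0495 with the same median on each array, 0.0436 with signals floored at background, 0.0346 without the intensity trend and 0.0496 with the mean of all probe sets of a gene.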

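Gfap, an intermediate filament protein of astrocytes and of supporting cells, was at least 2.77-fold higher in the adult. Its signals were 274, 9.52 and 16.2 on adult replicates 1, 2 and 3 and 0.833 ± 0.212 at P3 (SD, n = 3), a log2 fold change of 5.42 (SE 1.35, limma adjusted p = 0.0464). The call was lost with any 1 array left out, at adjusted p of 0.0500, 0.102 and 0.0930 without P3 replicates 1, 2 and 3 and of 0.192, 0.0547 and 0.134 without adult replicates 1, 2 and 3. It was also lost with quantile normalization, a filter on the mean signal, signals floored at background, the mean background added or no intensity trend. The log2 fold change was 3.93 without adult replicate 1 and 6.36 without adult replicate 2. Another probe set of Gfap, with signals of 251, 8.44 and 14.6 on the adult arrays, had a log2 fold change of 2.21 (adjusted p = 0.310), was not called and overlapped between the stages. Of 11 markers of astrocytes, 2 were higher in the adult and none at P3, the same when adjusted over the list alone. The other of the pair was Aldh1l1, an enzyme of folate metabolism, with a log2 fold change of 1.63 (SE 0.37, adjusted p = 0.0339). The astrocyte list had a median of 0.44 and a camera adjusted p of 0.223. Its count of 2 became 1 without P3 replicate 1 and 0 without any other single array, where Aldh1l1 had an adjusted p of 0.120 and 0.111 without P3 replicates 2 and 3 and 0.0954, 0.0682 and 0.153 without adult replicates 1, 2 and 3.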

### Validation of the Microarray Results

Among SAM transcripts, we selected 38 genes to validate by Q-PCR. These genes were chosen based either on their high fold change and/or their potential functions. These genes are named “Top 20 P3 up-regulated genes (Top up P3)” (FC ranged from 3.16 to 131.29) and “Top 26 up-regulated adult genes (Top up adult)” (FC ranged from 2.36 to 460.06), and listed in Tables 1 and 2 respectively. Both top up P3 and top up adult lists contain known and previously characterized genes expressed in the inner ear including Oc90 (x131); Tecta (x73); Tectb (x59), Jag1 (x7) and Hes5 (x6) for up P3-list and, GFAP (x120), Kcnj16 (x21) and Gh (x89) for up adult list. In addition, we identified new genes not previously known to be expressed in the mammalian cochlea such as, Hmga2 (x26) and Nrarp (x3) from the up P3 list, and Prl (x460;) and Ar (x3) from the up adult list. 

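At the probe sets of Tables 1 and 2, all 44 genes reported here lay in the direction of their table, and 33 of them passed the test. Some other probe sets of Ncam1, a gene of Table 2, went the other way. Its brightest had a log2 fold change of -0.55 (limma adjusted p = 0.450), and another was called higher at P3 (-1.08, adjusted p = 0.0488). A further probe set tested went the way of the table and did not pass (0.67, adjusted p = 0.463). Crym, a protein that binds thyroid hormone, fell from 2529 ± 247 at P3 to 55.8 ± 31.7 in the adult (SD, n = 3), a log2 fold change of -5.67 (SE 0.39, limma adjusted p = 0.000499). Serpina3a, a serine peptidase inhibitor, was at least 37.3-fold higher at P3. Among the adult genes, Igfbp6, which binds insulin-like growth factors, rose by 4.85 on the log2 scale (SE 0.53), Fgf1, a fibroblast growth factor, by 2.82 (SE 0.26) and Ppargc1a, a coactivator of mitochondrial genes, by 2.02 (SE 0.23). Of the 20 genes of Table 1, 16 were called, and of 24 genes of Table 2, 17 were called. Arrays of the stages did not overlap for 42 of the 44 genes, but the study chose these genes on the same arrays, so the 10% that chance gives is no measure for them. The ratio of arithmetic mean signals ran from 3.15 to 131 among the P3 genes and from 2.95 to 459 among the adult genes. For 16 of the genes the fold is a lower bound, since the lower stage was above background on no array. The genes of Table 1 that did not pass were Jag1, Hes5, Atoh1 and Fgf3. The last of these was at least 2.56-fold higher at P3, with a log2 fold change of -2.02 (adjusted p = 0.159). In Table 2, Fgf12 (2.09, adjusted p = 0.0588), Ptgs2 (4.35, 0.0661), Il15ra (1.99, 0.109), Tgfb1 (2.66, 0.145), Tgfbr3 (2.30, 0.208) and Ncam1 (1.48, 0.279) did not pass at the tables' probe sets. Of these, Ptgs2 was above background on no P3 array, so it was at least 2.87-fold higher in the adult. Pou2af1 was not above background on enough arrays to be tested.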

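Genes of the tectorial membrane and otoconia were among those with the largest fall between P3 and the adult. Oc90, the main matrix protein of otoconia, fell from 2057 ± 567 to 15.7 ± 12.6 (SD, n = 3), a log2 fold change of -7.57 (SE 0.77, limma adjusted p = 0.00167), which was -8.27 without adult replicate 2 and -6.54 without adult replicate 3. Tecta and Tectb, the tectorins of the tectorial membrane, fell by 6.49 (SE 0.53) and 6.26 (SE 0.64) on the log2 scale, and by 7.11 and 7.05 without adult replicate 2. Of 14 genes of this list, 10 were higher at P3 and 1 in the adult, the same when adjusted over the list alone, with a median of -2.79. The P3 genes included the collagen chains Col2a1 (-3.29) and Col9a1 (-3.89, and -3.18 without P3 replicate 1). The gene higher in the adult was Otop1, an ion channel needed for otoconia, which was at least 5.08-fold higher. However, its adjusted p was 0.0841 without adult replicate 3, and its call was also lost with signals floored at background. The list was higher at P3 by camera (adjusted p = 3.94e-08), and the adjusted p was 0.0328 with an estimated correlation. According to the legend of Fig. 1 the tectorial membrane was partially removed at the dissection.

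Many genes of the list of potassium channels and gap junctions of the cochlea were higher in the adult. Kcnj16, an inward rectifier potassium channel, rose from 40.8 ± 13.5 to 850.2 ± 175 (SD, n = 3), a log2 fold change of 4.42 (SE 0.31, limma adjusted p = 0.000499). Of 19 potassium channels, transporters and connexins, 12 were higher in the adult and none at P3 (13 when adjusted over the list alone), with a median of 2.04. Kcnc1, a fast voltage-gated potassium channel, rose by 4.50 at its brightest probe set (SE 0.52), and by 3.85 without adult replicate 1, and Kcnn2, a calcium-activated channel of hair cells, rose by 3.17 (SE 0.39). Of the 4 probe sets of Kcnc1, that of Table 2 was called too (3.099, adjusted p = 0.0447). Its adjusted p was 0.0754 and 0.0563 without P3 replicates 2 and 3 and 0.145, 0.0549 and 0.160 without adult replicates 1, 2 and 3. Its log2 fold change was 2.36 without P3 replicate 1. The call of this probe set was also lost with quantile normalization, without the intensity trend and with the replicate number as a block. The remaining Kcnc1 probe sets did not pass (2.44, adjusted p = 0.0735, and -1.37, adjusted p = 0.423). The latter was above background on no adult array. Its fold against the background level was 1.81 toward P3, but its signals overlapped between the stages and were highest on P3 replicate 1, at 78.9. Fxyd2, a regulator of the sodium pump that Fig. 3 includes, rose by 2.60 (SE 0.52, adjusted p = 0.0213), a call lost without P3 replicate 2 or 3 (adjusted p = 0.0652 and 0.0677) or adult replicate 1, 2 or 3 (0.0514, 0.0633 and 0.119), and of its other probe sets tested 1 was called (2.91, adjusted p = 0.00967) and 1 was not (3.38, 0.130). The camera adjusted p of the list was 7.63e-11, and the adjusted p was 0.0244 with an estimated correlation.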

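Hmga2, a chromatin protein of fetal and stem cells, was at least 4.19-fold higher at P3 at the probe set of Table 1. Its signal was 46.4 ± 11.0 at P3 and 1.77 ± 1.13 in the adult (SD, n = 3), a log2 fold change of -4.87 (SE 0.78, limma adjusted p = 0.00932). The adjusted p of this probe set was 0.0510 without P3 replicate 2 and 0.0686 without P3 replicate 3. At the brightest probe set of Hmga2 the log2 fold change was -1.66 (SE 0.43, adjusted p = 0.0507), which did not pass. It stayed without a call in 10 of 17 other settings. It was called higher at P3 with quantile normalization, signals above background on 4 arrays, a filter on the mean signal or signals floored at background. The mean background added, the replicate number as a block and array quality weights also gave this call. Nrarp, a feedback inhibitor of Notch signalling, fell from 180 ± 39.7 to 48.8 ± 16.4 (SD, n = 3), a log2 fold change of -1.91 (SE 0.33, limma adjusted p = 0.0131), and did not pass at another probe set (-2.68, 0.150). Its adjusted p was 0.0622 without P3 replicate 2, 0.0568 without P3 replicate 3 and 0.0658 without adult replicate 3.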

For all analyzed genes, the Q-PCR results showed the same variation of gene expression changes as revealed by the microarray approach. However, the fold change values were observed to be mainly greater in Q-PCR when compared to those obtained from the microarrays. The differential expression revealed by Q-PCR was significant for 17 of 18 up P3 analyzed genes (94%) (p-value <0.05). In the case of adult up-regulated genes, the changes in the expression levels were significant for 15 of 20 genes (p-value <0.05) (75%) (Fig. 3).

**Figure 3:**
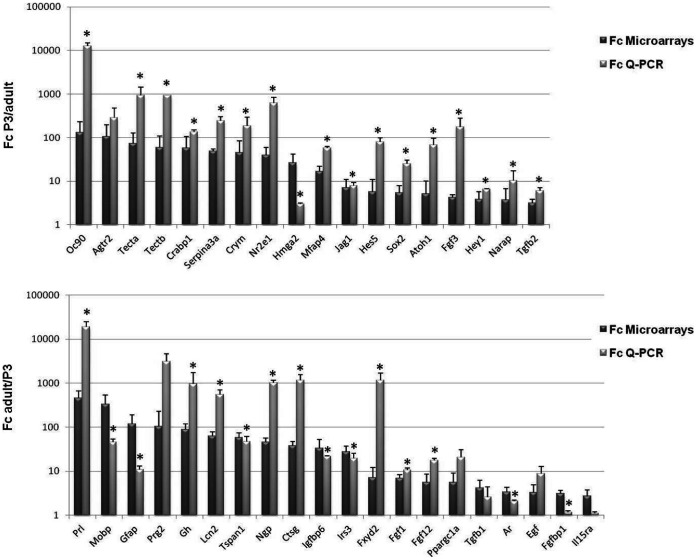
Validation of microarrays results by Q-PCR. A set of selected P3 up-regulated (**A**) and adult up-regulated genes (**B**) were analyzed by real-time Q-PCR to validate the microarray data. All of the Q-RT-PCR results were normalized to the expression of GAPDH in each sample. A Mann Whitney test was performed on Q-PCR results. * indicates significant p value <0.05.

In addition, to confirm the changes in expression at the protein level (Fig. 4), we performed immunocytochemistry for a newly identified gene (i.e., Hmga2) known to be important for chromatin remaniement and pluripotency in stem cells [33]. We observed up-regulation of Hmga2 within the P3 CSE in a variety of supporting cell subtypes (i.e., Dieters’ cells, border cells, inner and outer pillar cells and Hensen’s cells). The hair cells showed a relatively weak Hmga2 immunoreaction as compared to that of the surrounding supporting cells.

**Figure 4:**
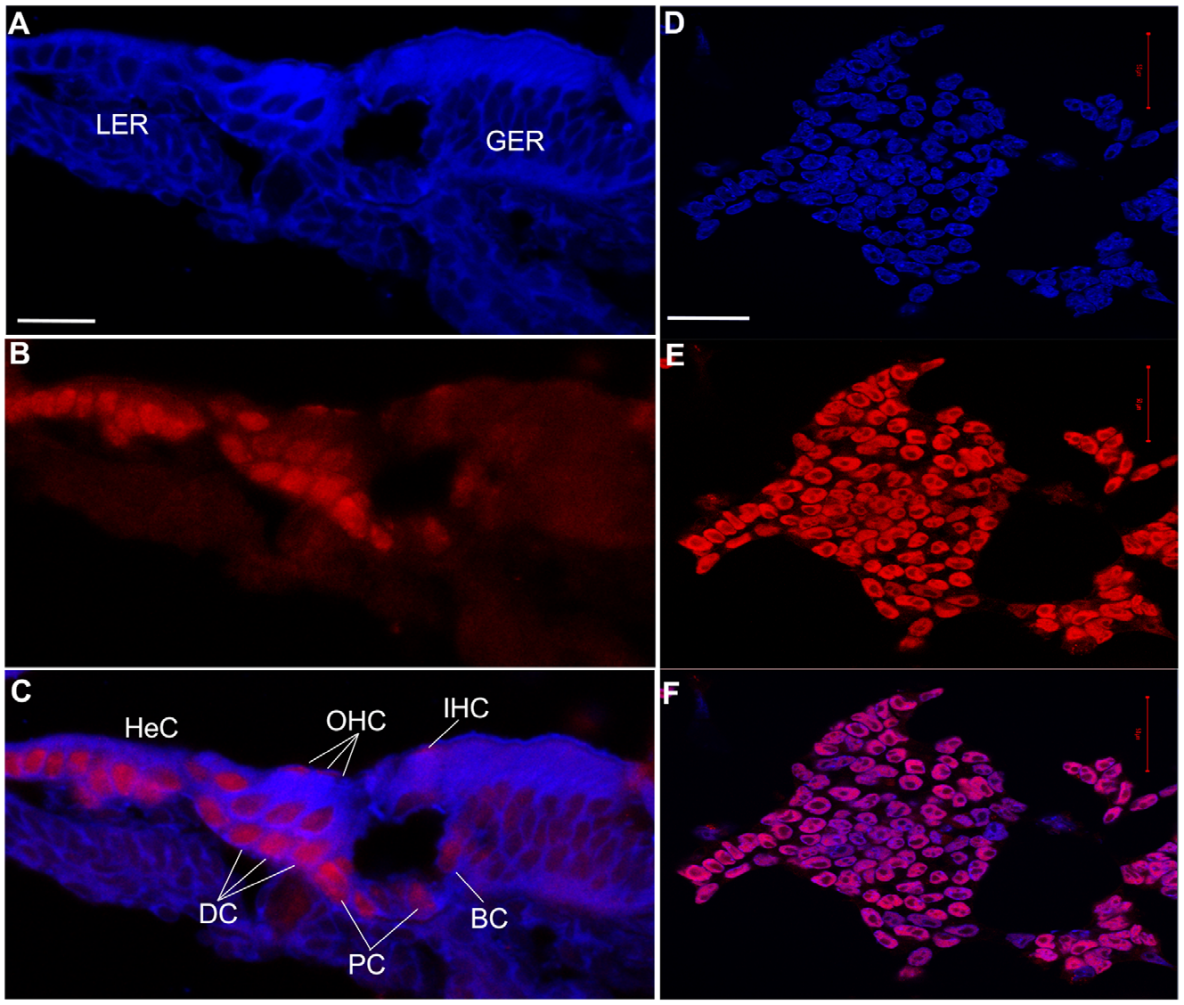
Immunohistochemistry analysis of Hmga2. Photomicrographs of: (A–C) Cross-sections through the middle turn of the P3 cochlea and (D–F) undifferentiated CGR8 mouse embryonic stem (ES) cells growing in feeder free (leukemia inhibitory factor containing medium) cell culture used as positive control for Hmga2 expression. This positive control was not carried out simultaneously and was only included as a supplemental reference tool. In the P3 cochlea, the expression of the Hmga2 protein (red label) is mostly detected in the supporting cells within the IHC (BC) and OHC (DC) areas, in addition to pillar cells (PC) and Hensen’s cells (HeC). The OHCs are weakly labelled with the Hmga2 antiserum. The ES cells and cross-sections are counterstained with DAPI (shown in blue). IHC: inner hair cells; OHC: outer hair cells; BC: border cells; DC: Deiters’ cells; GER: greater epithelial ridge; LER: lesser epithelial ridge. Scale bars = 25 µm in (A–C) and 50 µm in (D–F).

### Functional Annotation of Selected Genes Differentially Expressed between P3 and Adult CSE

IPA was used to access to functional properties of the selected genes up-regulated in P3 and adult CSE (Tables 1 and 2), confirmed by Q-PCR. Only significant functions (p<0.001) were reported. The selected P3 up-regulated genes were associated with multiple functions including auditory and vestibular system development, nervous system development, cellular growth/proliferation, and embryonic development (Fig. S1A) and signaling pathways such as, Notch signaling, embryonic stem cell pluripotency and Wnt/βcatenin signaling (Fig. S1B). Among these pathways, four are above threshold for significance (p<0.05). Inversely, the adult CSE up-regulated genes were related to biological functions including cell-to-cell interactions, DNA replication, cell cycle and cell death (Fig. S1C). For the pathways, the 26 selected up-regulated adult genes are mainly associated to NF-kB signaling, glucorticoid receptor signaling, FGF signaling and actin cytoskeleton signaling (Fig. S1D). DAVID (Database for Annotation, Visualization and Integrated Discovery) analysis gave mainly similar results as reported by IPA function and pathway analysis (data not shown). Gene lists from comparisons showing significant differences in gene expression were submitted to DAVID) (www.david.abcc.ncifcrf.gov). DAVID provides exploratory visualization tools that promote discovery through functional classification while simultaneously remaining linked to rich sources of biological annotation.

### Potential Networks Associated with P3 Specific Genes

IPA network analysis on the top 20 up P3 genes identified three significant networks. The Figure 5 illustrates the number one ranked network. Most of selected up P3 genes, 17 of 20, interact with each other within this network. These genes are mostly related to cochlea and nervous system development and function. Notch signaling pathway appears notably in this network. It is represented by Hes5, Hey1, Jag1, Atoh1 and, also the new identified Notch signaling transcript in the CSE (i.e., Nrarp). 

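Of 33 measured ligands, receptors, effectors and modulators of the Notch pathway, 3 were higher at P3 and 1 in the adult, the same when adjusted over the list alone. The P3 genes were the ligand Jag1 at its brightest probe set, the effector Hey1 and the inhibitor Nrarp. The adult gene was Psen2, a catalytic subunit of the enzyme that cleaves Notch, with a log2 fold change of 1.18 (SE 0.28, limma adjusted p = 0.0386). At its brightest probe set the effector Hes5 had a log2 fold change of -4.17 (SE 1.33, adjusted p = 0.0988). Hes5 passed without adult replicate 1 (-5.78, adjusted p = 0.0175), but its adult signals left there, 1.11 and 0.450, were under background. In the setting with the smallest change its log2 fold change was -1.46. Atoh1, the transcription factor that starts hair cell differentiation and is repressed by Notch, had signals of 36.4 ± 28.6 at P3 and 7.14 ± 7.62 in the adult (SD), a log2 fold change of -2.73 (SE 1.00, limma adjusted p = 0.140). Atoh1 was above background on no adult array, so it was at least 2.77-fold higher at P3, and it did not pass. The Notch list had a median of -0.52 and was higher at P3 by camera (adjusted p = 0.0213), while the camera adjusted p was 0.303 with an estimated correlation, 0.0639 without adult replicate 2 and 0.0629 with the mean of all probe sets of a gene. Without adult replicate 3 only Jag1 of the P3 genes was called. Psen2 lost its call without P3 replicates 2 and 3 and adult replicates 2 and 3 (adjusted p = 0.137, 0.0964, 0.0869 and 0.178). Psen2 was also not called with quantile normalization or without the intensity trend.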

The network shows interactions within Notch pathway and also between Notch players and other genes known in the early development of cochlea (i.e., Sox2, Tgfb and Fgf3). Hmga2, a newly identified gene in P3 mouse CSE, is involved in stem cell pluripotency in other tissues, appears among the genes within this network. However, it does not exhibit direct interactions with known cochlear stem/progenitor cells markers (i.e., Sox2, Jag1).

**Figure 5:**
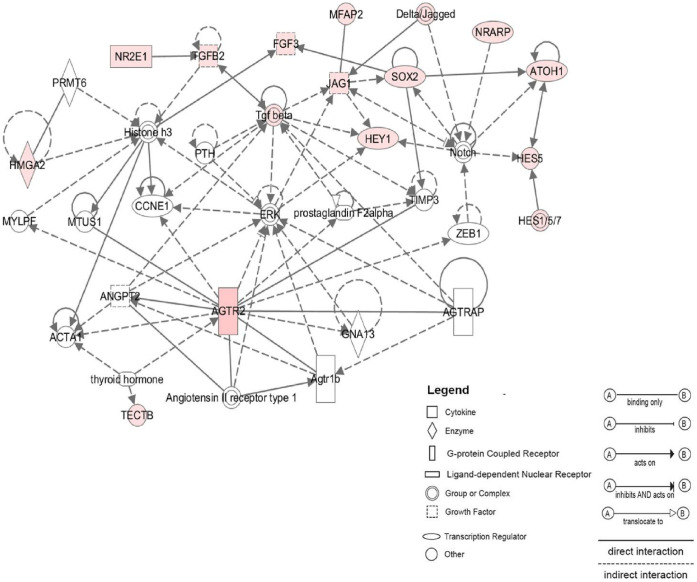
Functional network analysis related to P3 up-regulated genes. The most significant network assembled by selected P3 up-regulated genes includes 15 genes related to inner ear development most of them are components of the Notch pathway (i.e., Hey1, Hes5, Jag1). Hmga2, a newly identified stem cell gene in the P3 CSE appears also among the interacting genes within the network. Solid lines between nodes indicate direct molecular interaction between connected genes whereas dotted lines indicate an indirect functional interaction. Genes included in the P3 signature are in pink and those not found in the signature are in white.

In order to gain insights on the potential function of Hmga2 in the P3 CSE, we explored the interactions between up-regulated genes included in the 1000 P3 list by using the IPA software. Network with 1000 genes showed more interactions as compared to 20 genes. The network involving Hmga2 is illustrated in Figure 6. 

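Many genes drawn in Fig. 6 as members of the P3 signature were lower in the adult. Of 22 measured, 13 were higher at P3 and none in the adult (16 when adjusted over the list alone), with a median log2 fold change of -1.25. The study chose these genes on the same samples, so their direction is not independent evidence. Tet1, an enzyme that oxidizes methylated cytosine, fell from 200.4 ± 7.90 to 37.0 ± 5.43 (SD, n = 3), a log2 fold change of -2.45 (SE 0.26, limma adjusted p = 0.00194). Lrrtm4, a synaptic membrane protein, fell by 2.74 on the log2 scale (SE 0.36) and Mbtd1, a reader of histone methylation, by 1.85 (SE 0.21). Smarce1, a subunit of the SWI/SNF chromatin remodelling complex, fell by 1.41 (SE 0.29, adjusted p = 0.0236) and did not pass at another probe set (-1.24, 0.0891). Hdac2, a histone deacetylase, had signals of 1035 ± 35.1 and 519 ± 30.3 (SD) at its brightest probe set (adjusted p = 0.0202), a log2 fold change of -0.9989 that lies just under the fold threshold, and fell by 1.25 (SE 0.22, adjusted p = 0.0132) at another, with 0.41 (adjusted p = 0.788) at the last. Of 11 histone deacetylases, limma called none at their brightest probe sets, also when adjusted over the list alone, with a median of -0.23 and a camera adjusted p of 0.399. With P3 replicate 1, adult replicate 1 or adult replicate 2 left out, Hdac2 was called. The Fig. 6 list was higher at P3 by camera (adjusted p = 3.96e-10), and the adjusted p was 0.0244 with an estimated correlation. Its count of 13 became 5, 4, 5 and 3 without P3 replicates 2 and 3 and adult replicates 1 and 3, where Tet1, Lrrtm4 and Mbtd1 stayed called and Smarce1 had adjusted p of 0.0854, 0.0890, 0.0505 and 0.0910.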

Most of the genes forming this network are associated with epigenetic modifications of DNA, such as HDAC2 and Smarce. These interactions are concordant with a role of Hmga2 as a DNA binding protein that alters the architecture of chromatin to enhance gene transcription. The network (Fig. 6) shows two direct interactions for Hmga2: Let7microRNA-Hmga2 and Hmga2-HDAC2 interactions. Interestingly, both MirLet7 and HDAC2 have been shown to have a role in newt and bird inner ear regeneration [34], [35].

**Figure 6:**
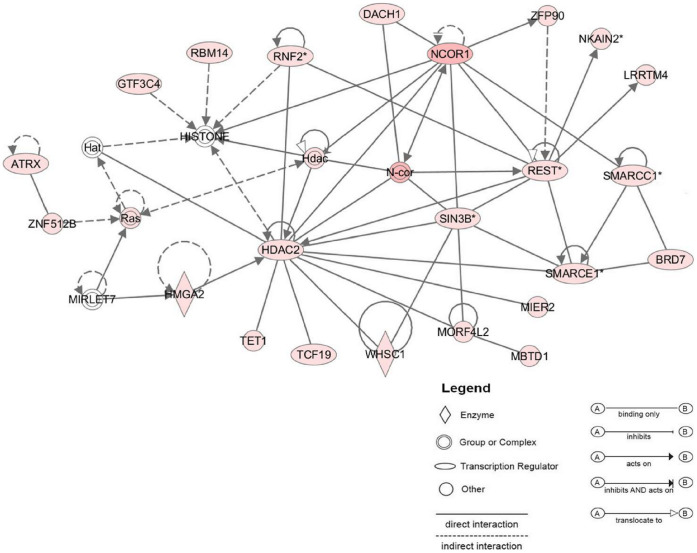
The most significant IPA network assembled around Hmga2 in P3 CSE. IPA results showing the network of Hmga2 and their close interactions with HDAC2 and MIR-Let7 genes. Genes included in the P3 signature are in pink and thouse not found in the signature are in white.

### Potential Networks Associated with Adult Specific Genes

Network analysis assembled three significant networks from selected adult up-regulated genes. We present here the highest score network (Fig. 7). This network shows interactions between the most regulated genes in the adult CSE, the Prl (FC>460) and other up regulated adult genes from the selected list such as Gh, Ar and Stat1.

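Signalling genes that act downstream of prolactin and growth hormone receptors showed few calls. Of 20 hormone receptors, JAK kinases, STAT factors, SOCS inhibitors and AP-1 subunits, 3 were higher in the adult and none at P3, the same when adjusted over the list alone. Stat3, a transcription factor activated by cytokine receptors, rose from 170.1 ± 46.1 to 382 ± 53.1 (SD, n = 3), a log2 fold change of 1.196 (SE 0.27, limma adjusted p = 0.0319), while its other probe sets did not pass (adjusted p = 0.296, 0.443 and 0.884). Stat6, which transmits interleukin signals, rose by 1.32 (SE 0.28, adjusted p = 0.0272) and Junb, an AP-1 subunit, by 1.60 (SE 0.40, adjusted p = 0.0490). Genes of the same list that did not pass included the kinase Jak2 (0.22), the growth hormone receptor Ghr (-0.24), Stat5a (0.43), Stat5b (0.61) and the AP-1 subunits Fos (0.63) and Jun (0.66). The median of the list was 0.15 and its camera adjusted p 0.210. None of the 3 calls was kept without P3 replicate 2, P3 replicate 3, adult replicate 1 or adult replicate 3, at adjusted p of 0.0894, 0.0510, 0.0809 and 0.140 for Stat3, 0.101, 0.0691, 0.0709 and 0.139 for Stat6 and 0.168, 0.117, 0.132 and 0.216 for Junb. Without adult replicate 2 Junb alone was lost (0.0824), and without P3 replicate 1 the log2 fold change of Stat3 was 0.97, under the fold threshold.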

**Figure 7:**
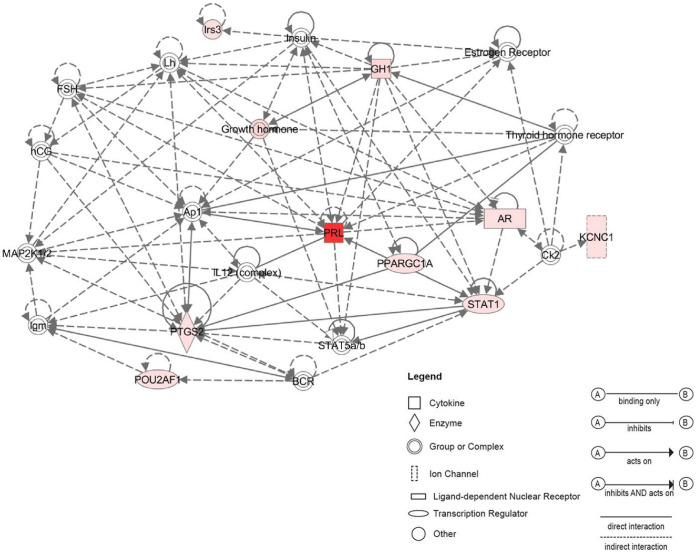
Functional network analysis related to adult up-regulated genes. The most significant network assembled by selected adult CSE up-regulated genes includes 12 genes related to polypeptide hormones (Prl, Gh) and Androgen receptor (Ar). The Prl seems to be a central gene in this network interacting with many molecules including AP1, Stat1 and Stat5.

Of interest, the Gh exhibits a greater than 89 FC increase in adult CSE. As shown in (Figs. S2, S3), both Prl and Gh signaling pathways act via Jak2-Stat pathway involving Stat transcription factors. This may explain the interactions of Prl and Gh with Stat genes in the network shown in Figure 7. Interestingly, Stat1 has been demonstrated to be involved in cisplatin-mediated apoptosis of HCs within the cochlea, attenuated by the use of siRNA against Stat1 [36]. The up-regulation of Stat1 (FC>3) in adult CSE suggests that it may have a role in age-related HC death in the adult cochlea.

Within the network (Fig. 7), both Prl and Gh displayed interactions with the Ar, which previously was not reported to be expressed in the mammalian cochlea. Also, in the same network, both Prl and Gh interact with the Ap1 complex. Ap1 is a dimer formed by c-Jun and c-Fos, that acts as a transcription factor in several functions such as, apoptosis and proliferation. In the cochlea, the up-regulation of Ap1 has been suggested to be involved in HC death after either noise trauma or ototoxic drug exposure [37], [38].

## Discussion

In this study, we report for the first time a large-scale analysis of changes in gene expression of CSE dissected from P3 and adult mice. The results of this approach may provide directions for future investigations into the understanding of the known difference in the ability for regeneration/repair between the early postnatal/developing and adult cochleae. We detected a number of genes that were known in the P3 (i.e., Jag1, Hey1, Sox2) and adult (i.e., Gfap, Kcnj16, Gh). In addition, we detected unreported genes in the P3 (i.e., Nrarp, Hmga2) and adult (i.e., Ar and Prl) mouse cochleae. These genes have been shown to be linked into known networks and pathways not previously implicated in the mammalian cochlea. We will then focus principally on these new genes regulated between P3 and adult CSE and their respective networks to illustrate the gene expression regulation.

In the past decade, acumulating evidence has suggested essential roles for Notch and Wnt/β-catenin signaling in the vertebrates inner ear development [39], [40]. Our gene analysis revealed more than 3-fold change in the expression of Nrarp (Notch-regulated ankyrin repeat protein), an element of a negative feedback system that attenuates Notch pathway-mediated signaling [41] that has not been previously reported in the inner ear. An increase in the Nrarp transcription has been observed following the induction of Notch signaling, suggesting its involvement in the Notch signaling inhibitory feedback loop [42]. The expression of the Nrarp in the P3 CSE suggests that alternate Notch signaling pathways are operating to pattern the developing CSE in a context dependent manner. Further work is needed to elucidate the specific role of this Notch1 regulatory molecule in the mammalian cochlea that may help to shed more light on the diverse roles of the Notch signaling during inner ear development [43].

The stem cell pluripotency is amongst the most significant pathways related to P3 CSE. This pathway is principally represented by Sox2, Tgfb2 and Hmga2 in our selected up P3 list. 

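Among 12 measured pluripotency factors and oncofetal targets of let-7 microRNAs, 4 were higher at P3 and none in the adult (7 when adjusted over the list alone). These were Sox2, the transcription factors Mycn and Myc, which drive proliferation, and Igf2, a growth factor of fetal tissue. Mycn fell from 191 ± 19.9 to 55.4 ± 4.25 (SD, n = 3), a log2 fold change of -1.78 (SE 0.24, limma adjusted p = 0.00510). Igf2 fell by 2.30 on the log2 scale (SE 0.41), with an adjusted p of 0.0678 without adult replicate 3. Myc fell by 1.78 (SE 0.40), a call lost without P3 replicate 3, adult replicate 1 or adult replicate 3 (adjusted p = 0.106, 0.0680 and 0.135). The median of the list was -1.72, or -1.40 with genes at their lower bound, -1.06 with the mean background added and -0.75 with no signal filter, with a camera adjusted p of 0.00360 and an adjusted p = 0.303 with an estimated correlation. Without adult replicate 3 the count of 4 became 2. Tgfb2, a growth factor of the TGF-beta family, fell by 1.61 (SE 0.32, adjusted p = 0.0199) at the probe set of Table 1 and by 1.64 (SE 0.24, adjusted p = 0.00696) at its brightest probe set. The Table 1 probe set of Tgfb2 lost its call without P3 replicates 2 and 3 and adult replicates 1 and 3 (adjusted p = 0.0577, 0.0503, 0.0572 and 0.0850), and the brightest one did not. Of 27 genes of TGF-beta and BMP signalling, 2 were higher at P3 and 1 in the adult (2 and 2 when adjusted over the list alone). Beside Tgfb2, Tgfbi, a matrix protein induced by TGF-beta, fell by 2.75 (SE 0.26), and Bmp6, a bone morphogenetic protein, rose by 1.40 (SE 0.23), a call lost without P3 replicate 3 or adult replicate 3 (adjusted p = 0.0502 and 0.0632). Without adult replicate 1 this list held 2 genes called higher in the adult. The TGF-beta list had a median of -0.20 and a camera adjusted p of 0.223.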

The Hmga2 encodes a small chromatin-associated protein that cooperates with other factors to regulate gene expression [44]. During embryogenesis, the expression of Hmga2 is initially at a maximum level throughout the whole embryo, then is subsequently restricted to mesenchymal derivatives only, with later expression becoming undetectable in adult tissues [45]. It has been reported that Hmga2 is under the time-dependent regulation of the microRNA let-7 [46]. The let-7 miRNA family was among the first group of miRNA suggested to regulate ‘stemness’ by repressing self-renewal in both normal development and cancer [47]. Interestingly, Let-7 miRNA members have been suggested as potential regulators of the dedifferentiation in lens and inner ear HC regeneration of the newt [34]. In the same manner, in teleost fish a robust regenerative response to retinal injury relies on Müller glia dedifferentiation into a cycling population of progenitor cells through let-7 miRNA down-regulation [48]. Hmga2 expression is present in human and mouse pluripotent embryonic stem (ES) cells indicating a critical role of these proteins during development and growth [49]. Furthermore, it has been found that Hmga2 expression in human ES cells is closely correlated to the expression of pluripotency specific genes such as, Utf1, Sox2 and Oct4. In addition, it has been shown that Hmga2 promotes neural stem cell self-renewal in young but not old mice by reducing the expression of two negative regulators of the cell cycle, i.e. p16(Ink4a)/p19(Arf) [50]. Interestingly, our microarray showing an up-regulation of Hmga2 in the P3 CSE supports the previously observation as to the persistence of multipotent stem cells in the developing P3 cochlea and their lack in the adult cochlea of the mice [12]. In addition, we have previously demonstrated the expression of a battery of stem/progenitor markers within the P3 CSE and their down-regulation from the adult CSE [14]. The up-regulation of Hmga2 in the P3 cochlea is another stem cell marker that may reaffirm the persistence of multipotent stem cells in the P3 CSE cochlea and their lack in the cochleae of adult mice. The IPA network for P3 CSE upregulated genes (Fig. 6) indicates that Hmga2 directly interacts with HDAC2 (histone diacetylase 2). Interestingly, the HDAC has been demonstrated to regulate supporting cell proliferation during the regenerative proliferation in the avian utricular sensory epithelium [35]. In another study with the mouse cochlea, HDAC was hypothesized to have a role in aminoglycoside antibiotic-induced HC death since its expression showed a transient increase after gentamicin administration [51]. In another hand, analysis of the selected adult up-regulated genes indicated that the biological functions are mostly related to cell death, polypeptide hormones, cellular growth, and inflammatory/immune response. Of interest, among the 26 selected up adult genes, microarray analysis and Q-PCR validation revealed two secreting pituitary hormones, i.e, growth hormone and prolactin (Gh/Prl). 

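Prl, the pituitary hormone prolactin, was at least 31.9-fold higher in the adult CSE. Its signals were 756, 1197 and 71.5 on adult replicates 1, 2 and 3 and 1.47 ± 0.595 at P3 (SD, n = 3), a log2 fold change of 8.19 (SE 1.00, limma adjusted p = 0.00315). The log2 fold change was 9.44 without adult replicate 3 and 7.40 without adult replicate 2, and Prl was called in both. Of 7 measured genes of the anterior pituitary, 2 were higher in the adult and none at P3, the same when adjusted over the list alone. These were Prl and Gh. Pomc, the precursor of corticotropin, had a log2 fold change of 0.91 (SE 0.41, adjusted p = 0.222) and was above background on all 3 adult arrays. The median of the list was 0.70 and its camera adjusted p 0.0981, which was 0.0322 without adult replicate 3 and 0.00712 with a filter on the mean signal. Cga, the common chain of the glycoprotein hormones, was above background on adult replicates 1 and 2, at 46.6 and 40.9, and had a signal of 2.10 on adult replicate 3.

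**Figure D4:**
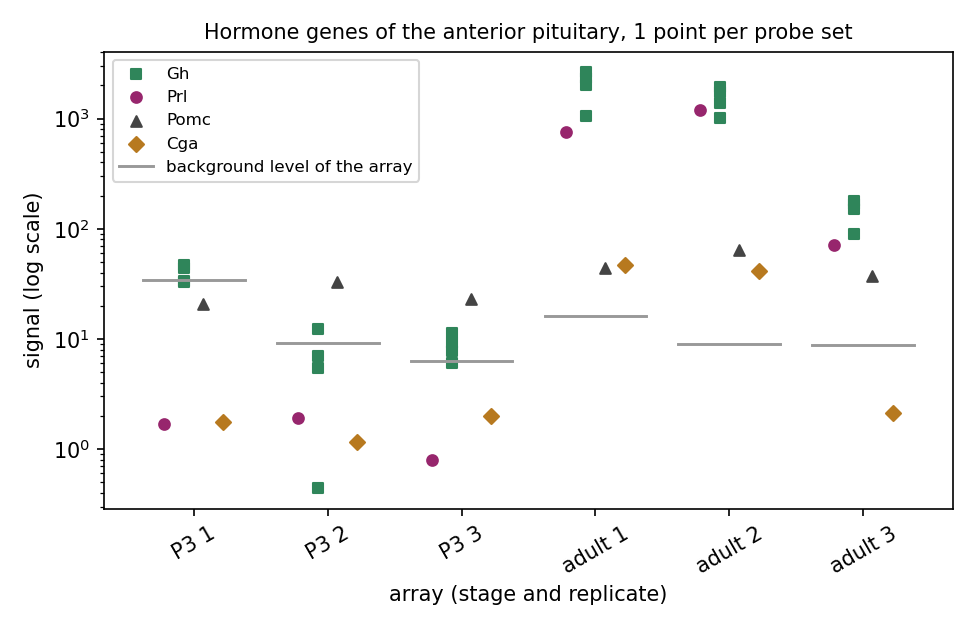
Signal of the probe sets of Gh, Prl, Pomc and Cga on each of the 6 arrays (log axis), with the array's background level as a grey line. Prl and Gh lie above the line on all adult arrays, lower on adult replicate 3 than on the other two, and Cga lies above it on adult replicates 1 and 2.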

The Prl was the highest expressed gene in the adult CSE with a FC >460. Previous findings have suggested a potential role of Prl in inner ear function. For example, a hyperprolactenemia has been reported in patients presenting with an inner ear dysfunction [52], [53]. These observations were followed by a study demonstrating that hyperprolactenemia induced by a long-term estrogen treatment in guinea pig led to conductive hearing loss probably linked to an inner ear ionic homeostasis defect [54]. A recent study showed that hormone replacement therapy involving estrogen and progestin can promote hearing loss supporting the previous data [55]. Our gene expression data are consistent with these findings revealed for the first time that the Prl transcripts are expressed in the adult CSE supporting a role for Prl hormone in auditory function.

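Growth hormone, the pituitary hormone of body growth, was measured by 4 probe sets of Gh, and all were higher in the adult. At the probe set of Table 2, Gh rose from 15.9 ± 14.8 at P3 to 1414 ± 1123 in the adult (SD, n = 3), a log2 fold change of 6.18 (SE 0.99, limma adjusted p = 0.00907). The adult signals of this probe set were 2348, 1726 and 169 on replicates 1, 2 and 3, and the log2 fold change was 7.37 without adult replicate 3, 5.47 without adult replicate 1 and 6.90 without P3 replicate 1. The other probe sets of Gh had log2 fold changes of 7.39, 5.80 and 5.03. The brightest gave 7.03 without adult replicate 3, 5.08 without adult replicate 1 and 6.51 without P3 replicate 1. The one with the largest change, which was at least 59.7-fold higher in the adult, gave 8.84 and 5.72 without P3 replicates 1 and 2 and 8.55 without adult replicate 3. It lost its call without P3 replicate 3 and adult replicates 1 and 2 (adjusted p = 0.0512, 0.0773 and 0.0705), with a log2 fold change of 6.67 without adult replicate 1.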

Gh was also observed to be among the most significant up-regulated genes in the adult CSE (FC >89). Interestingly, a previous microarray analysis of noise-exposed zebrafish showed that Gh was significantly up-regulated during the process of zebrafish inner ear HC regeneration [20]. In a parallel study, these authors showed that exogenous Gh promotes post-acoustic trauma HC regeneration in the zebrafish ear through the stimulation of cell proliferation [56]. These findings are in contrast with our present data with the mammalian cochlea showing that Gh is endogenously up-regulated in the adult that is known to lack any regenerative capacity [57]. In addition, previous gene expression profiling following a noise trauma indicated a two-fold decrease in Gh in the adult rat cochlea [58]. They are also in contrast with the up-regulation of Gh after noise exposition in the zebrafish model. It is possible that the relatively simple structure of the ears of non-mammalian vertebrates combined with spontaneous cell cycle re-entry, is likely to enhance the proliferative promoting action of Gh than can occur in the highly specialized mammalian organ of Corti that relies on a small number of post-mitotic, highly specialized cells for hearing sensitivity. However, the converging point between the studies using the zebrafish and rodent models is the important role of GH in the sensori-neural structures of the inner ear that appears to be conserved across vertebrates and therefore warrants further investigation. We also found that the Androgen receptor (Ar) is among the up-regulated genes in the adult CSE (FC >3). The Ar transcripts have been shown previously to be expressed only in the fish inner ear [59]. Our microarray data demonstrate for the first time the expression of Ar gene in the mammalian cochlea. It has been reported that the Prl and Gh enhance the expression of Ar-mRNA in the rat’s prostate cells [60]. This result may explain the synchronic expression of these three transcripts (i.e., Ar, Gh and Prl) in the adult CSE as revealed by our microarray data suggesting that Prl and Gh may be involved in the regulation of Ar-mRNA expression in the adult cochlea. Interestingly, it has been reported in the literature that there is a cross talk between Notch and Ar pathways. Indeed, Hey1, an intracellular effector of the Notch signaling has been shown to act as a specific repressor on Ar expression in mammalian cell lines [61]. Furthermore, gene profiling data showed that the expression of Notch1 and its ligand Jagged1 is regulated by Ar in the prostate [62]. 

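Hey1, a transcriptional repressor downstream of Notch, fell from 443 ± 146 at P3 to 114 ± 31.6 in the adult (SD, n = 3), a log2 fold change of -1.93 (SE 0.32, limma adjusted p = 0.0103). Without adult replicate 3 its adjusted p was 0.0608. Jag1 fell from 1378 ± 478 to 305 ± 67.0 (SD, n = 3) at its brightest probe set, a log2 fold change of -2.15 (SE 0.30, limma adjusted p = 0.00541), and it stayed called with any single array left out. Another probe set of Jag1, with signals of 32.4 ± 16.7 and 14.1 ± 2.67 (SD), had a log2 fold change of -1.09 (SE 0.55, adjusted p = 0.271). The receptor Notch1 had signals of 461 ± 207 at P3 and 369 ± 114 in the adult (SD), a log2 fold change of -0.25 (SE 0.42, limma adjusted p = 0.765), and -0.33 (SE 0.33, adjusted p = 0.599) at its other probe set, so a change of Notch1 was not detectable with these arrays.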

Taken together, these data could explain the down-regulation of Hey1, Notch1, and Jagged1 in the adult CSE where Ar is over-expressed as revealed by our microarray and Q-PCR results.

Overall, we identified a total of 5644 transcripts that significantly (FDR ≤ 0.05) distinguished gene expression profile of the P3 and adult CSE. We focused on two highly up-regulated genes (i.e., Nrarp, Hmga2) in postnatal-P3 and two up-regulated genes (i.e., Ar, Prl) in adult CSE as examples to highlight not previously reported genes that may account for the known difference in repair/regenerative ability of the early postnatal and adult mammalian cochleae.

Our data may constitute the first step toward further studies to understand the functional role of regulated and new detected genes as related to the development and regeneration pathways in the mammalian cochlea.

## Supporting Information

Figure S1 **Biological functions and pathways associated with the selected differentially expressed genes.** (**A**) IPA function analysis on the up-regulated P3 genes. (**B**) IPA pathway analysis on the up-regulated P3 genes. (**C**) IPA function analysis on the up-regulated adult genes. (**D**) IPA Pathways analysis on the up-regulated adult genes. The Threshold represents the p-value  = 0.05. The ratio (shown as squares on B and D) represents the number of analyzed genes in a given pathway divided by total number of genes that form this pathway.
(TIF)

Figure S2 **Prolactin signaling pathway identified by IPA software.** The Prl transduction signal via PRLR shows that Prl may act via Jak2-Stat and/or Ras pathways depending on the function. Jak2-Stat pathway involves Stat1, Stat3 and Stat 5 transcription factors. Ras pathway is activated in cell cycle, proliferation and cell death functions. It involves Ap1 complex in the nucleus formed by c-Jun and c-Fos immediate genes. The pathway figure explains the interactions between Prl, Stat and AP1 shown in the IPA up adult network (Fig. 5).
(TIF)

Figure S3 **Growth hormone signaling pathway identified by IPA software.** Canonical pathway reveals growth hormone-related gene signaling. Canonical pathway analysis with IPA software showing known growth-hormone related pathways including SOCS, STAT1 transcription factor, and PKC genes. The canonical pathway is established by the IPA software from its previous database of publications and may include computationally generated networks from many tissues at any age. Pink-colored genes are up-regulated genes in the adult list.
(TIF)

Table S1 Primers pairs used for Real time PCR.
(TIFF)

How the deposited data were processed for this re-analysis (not part of the article)

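RNA from cochlear sensory epithelia of mice at P3 and at 8 weeks was measured on 6 Affymetrix arrays, 3 per stage, each holding a pool of 40 epithelia from 20 mice. The authors computed the deposited values, MAS5.0 signal intensities on a linear scale, with Affymetrix GCOS and scaled each array to a trimmed mean of 100. Their notes with the samples give version 1.2 of GCOS and their methods another. These intensities were taken as deposited, and no further normalization was applied. Every one of the 6 columns was matched to a stage and replicate by its label, and 0 columns were left unmatched. The authors' detection calls were not used here.

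The array holds 45101 probe sets, of which 64 are controls. With an array annotation of 2016, 34945 probe sets named 1 gene, 932 several and 9160 none. The background level of each array was the 90th percentile of the signals of 83 probe sets for receptor genes of the olfactory and vomeronasal organs and of bitter taste. Probe sets above it on at least 3 of the 6 arrays were kept, 29036 in all, of which 24763 named a single gene, and they covered 13743 genes. The percentage of probe sets above background, between 47.4% and 68.1%, shows how much of each array could carry a measurement.

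P3 and adult arrays were compared on log2 signals with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, stage as the only factor, all 6 arrays). A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2 between geometric means. SE is limma's moderated standard error, SD the standard deviation of the signals of 3 arrays. An exact permutation test of 3 arrays against 3 cannot give a p under 0.1, so in its place the text says where the arrays of the stages do not overlap, and all 161 list genes called are of that kind. A fold was given as a lower bound, "at least", where the lower stage was above background on none of its arrays, as the geometric mean of the higher stage over that of the other stage's signals raised to the background level. Arrays were clustered by average linkage on 1 minus Pearson's r.

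Gene lists, 37 in all with 707 genes, were tested with limma's camera, with an adjusted p over the 37 lists. They cover early and mature hair cells, supporting cells, the tectorial membrane, signalling pathways, the cell cycle and its inhibitors, chromatin genes and the network of Fig. 6, hormone receptors, matrix, metabolism and potassium transport, and markers of other cell types near the cochlea or in blood, bone and brain. A gene was represented by its kept probe set of highest mean signal that names only that gene, called its brightest probe set. Of 747 list entries 746 matched the annotation, and the rest were left out with list genes that had no kept probe set. Camera was run at a preset correlation of 0.01 and again with an estimated correlation, and fry was run beside it. Of the lists that camera called, fry did not call NF-kB signalling (fry adjusted p = 0.0787), oxidative phosphorylation (0.0632) and oligodendrocytes (0.274). Neurons (0.186), macrophages (0.106) and the stria vascularis (0.384) were not called by fry either. Early hair cell differentiation (0.0153) and sex-linked genes (0.000140) were called higher at P3 by fry and not by camera. The number of called members was also counted with the p adjusted over the list alone.

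The lists, the tests, the thresholds, the alternatives except those named here as later, and the rule for the genes named were set before the data were examined. By that rule the text may name every gene of Tables 1 and 2 and Fig. 3, whose table values had been seen, genes that the results or discussion name, the 10 probe sets of largest fold in each direction, and in each list up to 4 called members of largest change, 1 called the other way and any member that another list or the paper names. Further members of the pituitary, central myelin and granule lists are named because tests of explanations rest on them. Of the 46 genes of Tables 1 and 2, 2 of Table 2 are not reported here, a choice made after their values were seen, and neither passed the test. After the values were seen, array quality weights, SAM without a signal filter and further sets of probe sets for the clustering were added, as were the lists shown as results for a closer look, the tolerance of 3% when folds were matched to the paper's tables, the test on probe sets 4 times lower on adult replicate 3 and the lower bounds in the tests on Prl and the granule genes.

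The alternatives were quantile normalization, scaling to the same median, other signal filters, signals floored at background or with the mean background added, eBayes without the trend, the replicate number as a block, each array left out in turn, ratios of arithmetic means, SAM with 20 relabellings on log2 signals and on signals not logged, other distances for the clustering, and the mean over all probe sets of a gene. The procedure was tested on simulated data with 200 changed probe sets among 29036. Limma called 92 probe sets, 90 of them changed in the right direction and 2 unchanged, and recovered 30% of 4-fold and 60% of 16-fold changes. SAM called 84, of which 82 were right. On unchanged simulated data camera called 0 lists, and a list that was raised was called alone. In the real data the estimated correlation within a list reached 0.655, for oligodendrocytes, and 4 of the 17 called lists kept their call with it. The simulated result does not show how often lists of such correlated genes are called falsely. Real-time PCR, immunostaining and pathway software results of the paper were not analysed here.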

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

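Of the tests reported in this part, the one on probe sets lower on adult replicate 3, the separate look at the probe set of Prl and the use of lower bounds for Prl and the granule genes were chosen after the result was seen, as was the choice of the gene lists given here.

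The paper reports Prl and Gh as genes of the adult epithelium, which was not tested and stays open, as does an origin of their RNA in pituitary cells. A single stray probe set is argued against for Gh, whose 4 probe sets had log2 fold changes of 5.03 or more, and stays open for Prl, which has 1 probe set on the array. Array scaling is argued against, since under quantile normalization and median scaling the log2 fold change of Prl was 8.19 or more, and 4.89 or more with its P3 signals raised to background. The other hormone genes of the anterior pituitary (Pomc, Cga, Lhb, Fshb and Tshb) had a median log2 fold change of 0.91, under the 1 set for carried pituitary tissue, and of these only Pomc was above background on all adult arrays, so this test leaves the point open. On adult replicate 3, 15 of the 24384 probe sets above background on adult replicates 1 and 2 were at least 4 times lower than on those arrays. Among them were all 5 of Prl and Gh and 1 of 3 of other pituitary genes, that of Cga (one-sided Fisher's exact p = 0.00123). The others were of genes outside the pituitary list. This test was chosen after the low signals had been seen and rests on 1 probe set. It therefore cannot decide whether pituitary cells in 2 of the adult pools were the source. Prl at 71.5 and the probe sets of Gh at 88.7 to 177 stayed above the background level of 8.71 on adult replicate 3.

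Granule genes of bone marrow granulocytes, of which the paper lists Prg2, Ngp and Ctsg among its adult genes, had the highest list median, 4.70 for 17 genes of neutrophil and eosinophil precursors, or 3.68 with genes at their lower bound. Inflammation of the adult epithelium stays open, because the median of Elane, Mpo, Prtn3 and Ctsg lay 4.12 above that of the NF-kB and inflammation list from P3 signals partly under background, but 1.57 above it with genes at their lower bound, less than the 2 set for excluding it. Macrophage genes had a median of 0.46. Blood or marrow cells of all lineages were tested by the erythroid and B lymphocyte lists, whose medians were 2.33 and 0.70. The smaller one is under the 1 set for this explanation, so marrow from the adult temporal bone stays open. Granulocyte precursors alone would not raise the erythroid genes, of which 4 of 9 were higher in the adult and none at P3. The camera call of the erythroid list was lost with an estimated correlation (adjusted p = 0.303). A greater number of blood or marrow cells in the adult tissue itself could also raise the granule genes. These lists cannot tell it from marrow carried in at the dissection.

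Of the genes of oligodendrocytes and central myelin 2 of 11 were higher in the adult, with a list median of 0.67 and a camera call lost with an estimated correlation (adjusted p = 0.587), and of those of astrocytes 2 of 11, a list that was not called (0.223). More neural tissue in the adult dissections is a candidate explanation for these genes, since the pan-neuronal list had a median of 1.21. However, its call too was lost with an estimated correlation (0.586). Growth of the innervation between P3 and 8 weeks would raise these genes too and was not tested. Mobp, at 877, and Gfap, at 274, were highest on adult replicate 1. On adult replicates 2 and 3 Mobp had signals of 20.4 and 74.2 and Gfap of 9.52 and 16.2. The neuronal and oligodendrocyte lists both lost their call without adult replicate 1, the latter also without P3 replicate 2. Much of this signal may therefore come from 1 pool, which was not tested. Peripheral myelination of the cochlear nerve alone was tested by genes found only in central myelin, of which Mobp at its brightest probe set had a log2 fold change of 6.96 from P3 signals under background, Mog, whose signal missed the filter, of 3.70 and Opalin of 0.014, so they do not move together and the point stays open.

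Other groups were marked because the paper gives no analysis of them, although it reports that the stria vascularis was removed at the dissection. Interferon response and MHC class I genes had a median log2 fold change of 1.51, oxidative phosphorylation genes 0.42, and genes of the stria vascularis and melanocytes 0.74, all toward the adult. Of the Y-linked genes, Eif2s3y was at least 13.0-fold and Kdm5d at least 6.47-fold higher at P3, and the paper does not give the sex of the mice. Both genes were above background on no adult array, so the stages may also differ in the sex of the mice. If so, sex cannot be parted from stage in any comparison here. Kdm5d lost its call without P3 replicate 2 or 3 or adult replicate 1 or 3 (limma adjusted p = 0.0783, 0.0952, 0.0560 and 0.0749), and its log2 fold change of -6.01 was -7.46 and -5.12 without adult replicates 2 and 3. P3 replicate 1 was marked for its control probe sets, with 3' to 5' ratios of 82.0 for Gapdh and 50.5 for beta-actin and a mean signal of 28245.5 for the hybridisation controls. Of the 10 splits of the arrays into 3 and 3, 1, the real one, gave 2109 differential probe sets and the highest of the others gave 0, and 10 splits are too few for a share under 0.05.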

How the results depend on the processing

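Array weights and SAM without a signal filter were chosen after seeing the data. The table genes, in each setting that kept their probe set, and the 17 called lists all kept their direction. The count of differential probe sets, 2109 (1125 higher at P3, 984 in the adult), stayed within 1.5 times under other scalings, filters and floors and under both forms of SAM with the filter, although SAM on log2 signals called 1550 higher in the adult. Without the intensity trend it was 899 (485 and 414), with array quality weights 7593 (3182 and 4411), with unfiltered SAM 198 (120 and 78) on log2 signals and 1072 (742 and 330) on signals not logged. With 1 array left out it ran from 576 to 2839, from 342 to 1440 at P3 and from 234 to 1399 in the adult. Fewer arrays were then tested, and the cause of the other shifts was not tested. The share higher in the adult was 46.7%, and 30.8% with unfiltered SAM on signals not logged and 58.1% with weights. Signals floored at background moved the median log2 fold change of all probe sets by -0.116. With 2 clusters over all kept probe sets, 0 stages filled 1 alone, as P3 replicate 1 parted first, although the adult arrays joined each other before any P3 array. Of the 44 table genes 33 were called, against 20 with signals above background on 4 arrays, where fewer were tested, 20 with SAM on signals not logged, 40 with SAM on log2 signals, 13 and 19 with unfiltered SAM, 41 with weights and 22 to 32, not all among the 33, with 1 array left out. Of the lists 17 were called, against 4 with an estimated correlation and 12 to 18, not all among the 17, with 1 array left out. Over all lists and settings, 588 of 665 results were the same, 38 lost a call, 16 gained one and 23 changed the direction given by camera without a call, and for named probe sets 3734, 470, 143 and 2 of 4349. The macrophage list also lost its call with quantile normalization (adjusted p = 0.0541) and weights (0.0720), and the oligodendrocyte list with signals above background on 4 arrays (0.0575). The replicate block gave 2649 differential probe sets and changed the call of 1 list, macrophages (0.0594). Same-number arrays deviated together with r = 0.18, 0.21 and 0.076, so the numbers were not taken as pairs, though each P3 array correlated best with its own number. Dim signals limit the folds, since for 106 of the called probe sets the lower stage lay under background on every array.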

Differences from the paper's values

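The alternatives chosen after seeing the data are named here as such. The paper gives 5644 differential transcripts, 3102 in its P3 and 2542 in its adult signature, at a fold of 2 and a false discovery rate of 5% by SAM on its own present calls. The values here are 2109, 1125 and 984, by limma on probe sets above background. None of the alternatives set before the data were examined came within 1.5 times of the paper's 5644 or 3102, and for its 2542 none did by that rule either, where the highest was 1550 with SAM on log2 signals. Array quality weights, chosen after seeing the values, gave 7593, 3182 and 4411, and drop 3 of the 44 table genes that the paper calls, Tgfb1, Ncam1 and Pou2af1. For Kcnc1 the paper gives a fold of 28.15 and the probe set it lists gave 8.57, a difference kept under every alternative set before the data were examined. Another probe set of Kcnc1 gave a ratio of arithmetic means of 28.2.

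The ratio of arithmetic means at the listed probe set lay within 3% of the paper's fold for 38 of 44 genes, and of the other 6 another probe set of the gene did so for 5. These were Hes5 (5.78), Kcnc1, Ppargc1a (5.55), Il15ra (2.70) and Tgfbr3 (2.36). For Prg2 the ratio was 97.2 and the paper's 104.55.

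The paper calls all 44 genes, and 11 did not pass here. Settings that call them are signals floored at background (Jag1, Hes5, Fgf12), the mean background added (Hes5, Ptgs2), the same median on each array (Fgf12), the replicate block (Jag1, Fgf12), leaving out P3 replicate 1 (Jag1, Ptgs2) or adult replicate 1 (Fgf12), SAM on log2 signals (Jag1, Hes5, Atoh1, Ptgs2, Fgf12, Tgfb1, Il15ra) and SAM on signals not logged (Hes5, Il15ra). Array weights, chosen after seeing the values, call 8 of the 11, among them Fgf3 and Tgfbr3. No setting called Pou2af1 or Ncam1 at the listed probe set, and another probe set of Ncam1 was called in the other direction, with a log2 fold change of -1.08 (limma adjusted p = 0.0488). SAM on signals not logged called 20 of the 44 and missed, of those called here, Nr2e1, Mfap4, Tgfb2, Prl, Gh, Mobp, Gfap, Prg2, Lcn2, Tspan1, Ngp, Ctsg, Igfbp6, Kcnc1 and Egf.

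The paper states that Notch1 is down in the adult, where its log2 fold changes here were -0.25 and -0.33 and neither passed. The paper's closest adult pair is replicates 1 and 3. Here it is replicates 2 and 3 (r = 0.835 against 0.825), and clustering of all kept probe sets after centring, chosen after seeing the values, gives replicates 1 and 3 and keeps the clusters of both stages. Hdac2, down in the adult in the paper, misses the fold threshold at its brightest probe set and passes at another.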

Other observations

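Among markers of tissues around the sensory epithelium, as measured in CSE RNA, single genes were called in both directions and camera called none of the spiral ligament, bone and cartilage lists. Of the spiral ligament markers, Coch, the matrix protein cochlin, rose by 4.08 on the log2 scale (SE 0.32, limma adjusted p = 0.000627) and Slc26a4, the anion exchanger pendrin, by 3.97. Of 11 genes of this list 4 were higher in the adult and 3 at P3 (4 and 5 when adjusted over the list alone), with a median of -0.57, a mean of 0.04 and a camera adjusted p of 0.925. Of the bone markers, Mepe, a matrix protein of osteocytes, was at least 8.43-fold higher in the adult, with a log2 fold change of 5.12, or 5.85 without P3 replicate 1. Of 12 osteoblast genes 3 were higher in the adult and 1 at P3 (3 and 4 when adjusted over the list alone), with a median of -0.27, a mean of 0.29 and a camera adjusted p of 0.925. The counts of bone genes higher in the adult fell to 1 without adult replicate 2 or 3, and those at P3 became 3 and 0. Of the cartilage markers, Matn1, a matrilin, fell by 3.41, and of 11 genes 3 were higher at P3 and 1 in the adult (3 and 2 when adjusted over the list alone). The cartilage median was -0.03 (camera adjusted p = 0.484), or 0.02 with the mean background added, and its adult gene was not called with any 1 array left out, so that the adult count became 0, except without P3 replicate 1, where another gene was called.

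Genes of steroid and thyroid hormone receptors included 2 that were higher in the adult among 12, also when adjusted over the list alone, namely Esrra, an orphan receptor of energy metabolism (1.99, SE 0.23), and Nr3c2, the mineralocorticoid receptor (1.57, SE 0.25). Their list had a median of 0.15 and a camera adjusted p of 0.165. Cdkn1c, an inhibitor of cyclin-dependent kinases, fell by 2.45 (SE 0.33) and was the only one of 6 such inhibitors called, also when adjusted over the list alone. These inhibitors had a median of 0.18, or -0.16 with signals floored at background, a mean of -0.21 and a camera adjusted p of 0.697. Among 17 fibroblast growth factor genes 2 were higher in the adult (4 when adjusted over the list alone), Fgf1 and Fgfbp1, with a median of 0.12 and a camera adjusted p of 0.402, and 1 without P3 replicate 2 or 3 or adult replicate 2 or 3. Fgfbp1 lost its call without P3 replicates 2 and 3 (adjusted p = 0.0529 and 0.0968) and without adult replicates 1, 2 and 3 (0.0731, 0.0834 and 0.0754).

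Of 14 genes of mature hair cell function 2 were higher in the adult, Kcnn2 and Calb2, and 1 at P3, Lmod3, also when adjusted over the list alone, with a median of 0.05 and a camera adjusted p of 0.407. Lmod3 was not called without P3 replicates 2 and 3 and adult replicate 3 (0.0824, 0.0579 and 0.0786), nor Calb2 without adult replicates 1 and 3 (0.0661 and 0.103). Of 12 genes of Schwann cells and peripheral myelin 2 were higher in the adult and 1 at P3, also when adjusted over the list alone (median 0.27, camera adjusted p = 0.304). The P3 count became 0 without P3 replicate 2 or 3, and the adult count 1 without these or adult replicate 1 or 3. Of 11 B lymphocyte genes Cd74, the invariant chain of MHC class II, was higher in the adult (2.47, SE 0.35), also when adjusted over the list alone, and the list's camera adjusted p was 0.149, or 0.0476 without adult replicate 3. Of 13 endothelial genes 2 were higher in the adult, also when adjusted over the list alone (median 0.13, camera adjusted p = 0.399). That count became 1 without P3 replicate 2 or 3 and 0 without any 1 adult array. Of 8 cerebellar genes limma called 0, with 1 in each direction when adjusted over the list alone (median 1.28, camera adjusted p = 0.234), and 1 was called at P3 without adult replicate 1. Of 7 skeletal muscle genes limma called 0, also when adjusted over the list alone, with a median of 0.07, or -0.14 with signals floored at background, a mean of -0.22 and a camera adjusted p of 0.925, and 1 was called in the adult without adult replicate 2. Of 4 sex-linked genes 2 were higher at P3 (3 when adjusted over the list alone), with a median of -4.46, or -3.07 with genes at their lower bound (camera adjusted p = 0.0508), and Xist, the RNA of the inactive X chromosome, had signals of 1613 at P3 and 2186 in the adult. The sex-linked list was also called with the same median on each array, no signal filter, signals floored at background, the mean background added or no intensity trend. Without adult replicates 1, 2 and 3 it had a camera adjusted p of 0.0400, 0.0428 and 0.0247, and the count at P3 became 1 without P3 replicate 2 or 3 or adult replicate 1 or 3.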
